# Hakai is required for stabilization of core components of the m^6^A mRNA methylation machinery

**DOI:** 10.1038/s41467-021-23892-5

**Published:** 2021-06-18

**Authors:** Praveen Bawankar, Tina Lence, Chiara Paolantoni, Irmgard U. Haussmann, Migle Kazlauskiene, Dominik Jacob, Jan B. Heidelberger, Florian M. Richter, Mohanakarthik P. Nallasivan, Violeta Morin, Nastasja Kreim, Petra Beli, Mark Helm, Martin Jinek, Matthias Soller, Jean-Yves Roignant

**Keywords:** Multienzyme complexes, Drosophila, Epigenetics, RNA modification

## Abstract

*N*^*6*^-methyladenosine (m^6^A) is the most abundant internal modification on mRNA which influences most steps of mRNA metabolism and is involved in several biological functions. The E3 ubiquitin ligase Hakai was previously found in complex with components of the m^6^A methylation machinery in plants and mammalian cells but its precise function remained to be investigated. Here we show that Hakai is a conserved component of the methyltransferase complex in *Drosophila* and human cells. In *Drosophila*, its depletion results in reduced m^6^A levels and altered m^6^A-dependent functions including sex determination. We show that its ubiquitination domain is required for dimerization and interaction with other members of the m^6^A machinery, while its catalytic activity is dispensable. Finally, we demonstrate that the loss of Hakai destabilizes several subunits of the methyltransferase complex, resulting in impaired m^6^A deposition. Our work adds functional and molecular insights into the mechanism of the m^6^A mRNA writer complex.

## Abstract (web summary)

The E3 ligase Hakai can interact with the m^6^A methylation machinery but its function is still unclear. Here, the authors show that Hakai is a conserved component of the m^6^A methyltransferase complex and provide functional and molecular insights into its role in regulating m^6^A levels in *Drosophila*.

## Introduction

*N*^*6*^-methyladenosine (m^6^A) is one of the most abundant and well-studied mRNA modifications in eukaryotes^1–4^. This modification plays a central role in almost every aspect of mRNA metabolism, and is essential for several biological processes such as cell differentiation^1–8^, DNA repair^9^, circadian rhythm^10–12^, neurogenesis^13^ and sex determination^14–16^, among others. Its dysregulation in human is associated with numerous diseases, including metabolic alteration^17^, neuronal disorders^18,19^ and various types of cancers^20–22^. The downstream effects of m^6^A are generally mediated by YTH domain RNA-binding proteins, known as “m^6^A readers” that preferentially bind m^6^A modified RNAs and affect their fate^3^.

m^6^A on mRNA is deposited co-transcriptionally by a conserved multiprotein complex that can be divided into two stable sub-complexes: the heterodimer METTL3/METTL14 also known as m^6^A-METTL Complex (MAC) that contains the catalytic activity, and the m^6^A-METTL Associated Complex (MACOM) that is required for full MAC activity and includes WTAP (Fl(2)d), VIRMA (Virilizer), RBM15/RMB15B (Spenito) and ZC3H13 (Flacc)^23–25^. More recently, another factor named HAKAI was found associated with components of MACOM in plants and human cells and required to maintain m^6^A level^26,27^.

The precise function of MAC and MACOM components has been the subject of intense research over the past years. Structural studies revealed that METTL3 and METTL14 form a stable heterodimer^28–30^ and that METTL3 is the only factor that contains the catalytic activity since METTL14 is unable to bind the methyl group donor S-Adenosylmethionine. Nevertheless, METTL14 is essential to support the interaction of the complex with its RNA targets and to enhance METTL3 activity. WTAP was shown to stabilize the interaction between METTL3 and METTL14 and to recruit the METTL3/METTL14 heterodimer into the nuclear speckles^15,31^. RBM15/RBM15B is an RNA-binding protein that recognizes U-rich sequences on the mRNA and is suggested to recruit the m^6^A machinery in close proximity to these sites^32^. Furthermore, VIRMA was proposed to facilitate selective m^6^A installation near the stop codon and in the 3′ UTR of mRNAs through its interaction with polyadenylation cleavage factors CPSF5 and CPSF6^27^. Lastly, four recent studies identified ZC3H13 as part of MACOM^24,27,33,34^. ZC3H13 was found to stabilize the interaction between WTAP and RBM15 in mouse embryonic stem cells as well as in flies and to contribute to the localization of the writer complex to the nucleus. The only m^6^A writer component whose function is still poorly explored is HAKAI.

HAKAI, also known as CBLL1, is a RING-finger type E3 ubiquitin ligase that mediates ubiquitination and subsequent endocytosis of the E-cadherin complex, leading to cell-cell adhesion loss and increased cell motility^35^. HAKAI can also regulate cell proliferation in an E-cadherin-independent manner by affecting the ability of the PTB-associated splicing factor to bind some of its RNA targets^36^. During the last decades, HAKAI has been mostly studied in the context of epithelial-mesenchymal transitions and cancer progression^37^. However, as aforementioned, it became increasingly clear that HAKAI is also a component of the m^6^A biogenesis machinery in vertebrates as well as in plants. HAKAI was identified as one of the strongest WTAP interactors in mammalian cells^38^ and as part of an evolutionary conserved protein complex including WTAP, VIRMA and ZC3H13^39^. Furthermore, *Hakai* mutant in *Arabidopsis thaliana* displayed mild developmental defects together with reduced m^6^A levels^26^. Recently, we identified Hakai among the top enriched proteins in our Spenito (Nito) interactome in *Drosophila* S2R+ cells, suggesting its evolutionary conserved role within the m^6^A pathway^24^.

Here we report that Hakai is a conserved member of MACOM and is essential for m^6^A deposition in flies. In line with its role in the m^6^A pathway, Hakai functions in the sex determination pathway and mediates splicing of *Sex lethal*. Moreover, its depletion results in altered gene expression and splicing changes that resemble the loss of other MACOM components. We find that Hakai in flies encodes short and long protein isoforms that display distinct subcellular localization. Its ubiquitin ligase domain is required for homodimerization and interaction with other MACOM components. Finally, we show that Hakai removal leads to a severe reduction of Virilizer (Vir), Fl(2)d and Flacc protein levels, indicating that Hakai is essential for maintaining the stability of MACOM components.

## Results

### *Drosophila* Hakai is a conserved MACOM subunit

We previously found Hakai among highly enriched proteins in Nito and RBM15 interactomes in *Drosophila* S2R+ and mouse ES cells, respectively, suggesting it is a conserved member of MACOM (Fig. 1a)^24^. In *Drosophila*, *Hakai* can generate four protein isoforms via alternative splicing: the two short and two long isoforms differ in the extension of the C-terminal region as a result of intron retention and in the length of the second exon due to alternative 3' splice sites in the first intron (Fig. 1b). All proteins share a RING-type E3 ubiquitin ligase domain and an adjacent C2H2-like zinc finger. This region is highly conserved and was shown in mammals to be required for Hakai dimerization and formation of the so-called “Hakai phosphotyrosine-binding domain” (HYB domain) (Supplementary Fig. 1)^40^. Expression of RNA isoforms was monitored during development by real-time quantitative PCR (Supplementary Fig. 2). Both short and long isoforms greatly overlapped with the m^6^A profile, showing high enrichment during early embryogenesis and in ovaries, which is consistent with the transcript distribution of the other subunits of the m^6^A methyltransferase complex^15,24^. In addition, the long isoforms were particularly elevated in males, suggestive of a possible function during spermatogenesis. Intriguingly, when we examined their subcellular localization in S2R+ cells we found that the short isoform (302 aa) was present exclusively in the cytoplasm with a strong signal at the cellular periphery, in contrast to the long isoform (473 aa) that was predominantly nuclear (Fig. 1c). A similar result was obtained in BG3 cells, which are cells derived from larval brains (Supplementary Fig. 3a). Furthermore the long isoform colocalized to sites of transcription on polytene chromosomes of salivary glands (Supplementary Fig. 3b). Altogether, since m^6^A is deposited co-transcriptionally, these results suggest that only the long isoform may be relevant with regards to m^6^A biogenesis.

**Fig. 1:**
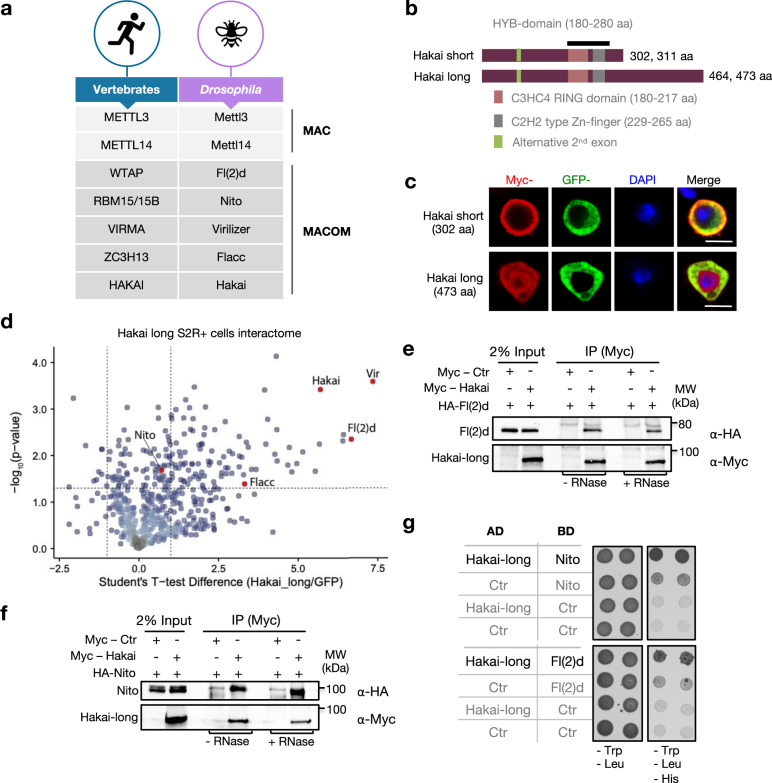
Hakai interacts with MACOM components. **a** Table indicating the names of MAC and MACOM components in Vertebrates and *Drosophila*. **b** Schematic of the Hakai short and long protein isoforms depicting the RING domain (pink), the Zn-finger (grey) and the HYB domain (black). The green domain indicates the alternative region of the second exon that is included in isoforms 311 aa and 473 aa. **c** Immunostaining of Myc-tagged Hakai short and long protein isoforms overexpressed in S2R+ cells. GFP-tagged Barentsz protein served as a cytoplasmic marker. DAPI staining is shown in blue. The short Hakai isoform localizes strictly to the cytoplasm, whereas the long isoform localizes to both cellular compartments with the enrichment in the nucleus. Scale bars, 10 μm. **d** Identification of proteins interacting with GFP-Hakai-long in S2R+ cells based on label-free analysis of two replicate experiments analyzed by quantitative MS-based proteomics. HAKAI immunoprecipitates alongside of all MACOM components. MACOM component proteins are highlighted in red. A complete list of quantified proteins can be found in Supplementary Data 2. **e**, **f** Co-immunoprecipitation experiments were carried out with lysates prepared from S2R+ cells transfected with Myc-tagged Hakai (long isoform) and HA-tagged Nito or Fl(2)d. In control lanes, S2R+ cells were transfected with Myc alone and an identical HA-containing protein. Extracts were immunoprecipitated with anti-Myc antibody and immunoblotted using anti-Myc and anti-HA antibodies. Two percent of input was loaded. The same experiment was repeated in the presence of RNase T1. Nito and Fl(2)d interact with Hakai in an RNase-independent manner. Blots shown are representative of one biological replicate. **g** Yeast-two-hybrid assay to investigate Hakai interaction with Nito and Fl(2)d. Proteins were cloned in yeast expression vectors and fused with either Gal4-DNA binding domain (BD) or Gal4-DNA activation domain (AD). Indicated combinations of vectors were co-expressed in yeast and empty vectors encoding only activation or binding domain were used as control (Ctr). Recovered colonies were spotted on plates lacking Leucine and Tryptophan (-Leu, -Trp) as well as selection plates lacking amino acids Leucine, Tryptophan and Histidine (-Leu, -Trp, -His). AD-Hakai long isoform interacts with BD-Fl(2)d and BD-Nito. Source data for Western blots and the yeast-two-hybrid assay are provided as a Source Data file.

To address if Hakai indeed interacts with MACOM components in *Drosophila*, we cloned Hakai cDNA encoding long (473 residues) isoform in a Myc-GFP-tagged expression vector and transfected the construct in *Drosophila* S2R+ cells to carry out Myc pull-down assay followed by mass spectrometry analysis. We found that the tagged Hakai was able to immunoprecipitate all MACOM components, even though the interaction with Nito was just below the cutoff (Fig. 1d, Supplementary Data 1). Furthermore, Mettl3 and Mettl14 were absent from the precipitated proteins, confirming our previous findings that the interaction between MAC and MACOM is either weak or transient.

To confirm these results, we performed co-immunoprecipitation assays in S2R+ cells. We found that Hakai can interact with other MACOM components, irrespective of the presence of RNA (Fig. 1e, f). Further confirmation of the interaction between Hakai and Fl(2)d/Nito was obtained via yeast-two-hybrid (Y2H) assay (Fig. 1g). However, interaction between Hakai and Flacc was not detected in this assay and Vir could not be successfully expressed in yeast, probably due to its large size. Furthermore, in agreement with the human HAKAI structure^40^, we observed that the Hakai fly orthologue could homodimerise, as well as Fl(2)d and Nito, which was not reported previously (Supplementary Fig. 4a, b).

Altogether our data indicate that Hakai is a component of the m^6^A machinery in flies, that it interacts with MACOM components, and that several subunits within this complex likely exist in more than one copy.

### Vir functions as a scaffold for MACOM component interaction

To gain better mechanistic insights of Hakai within MACOM, we precisely mapped the intermolecular interactions between the different components of the complex. To do so, we performed co-immunoprecipitation experiments in the presence of RNase A using full length as well as fragments of MACOM subunits in different combinations (Fig. 2a). Results from these experiments revealed that Hakai N-terminal region (residues 1-295, common to both isoforms) interacts with the N-terminal region of Vir (residues 1–130) (Fig. 2b, c), while the middle region and C-terminus of Fl(2)d (residues 125-536) binds Vir C-terminal (residues 1501–1854) (Fig. 2d, e). The same region of Fl(2)d was also required for homodimerisation (Supplementary Fig. 4a). These data suggest that Vir may mediate the interaction between Fl(2)d and Hakai. To address this possibility, we tested whether Hakai and Fl(2)d still interact in the absence of Vir. The co-immunoprecipitation assay revealed that the interaction was strongly compromised upon *vir* KD (Fig. 2f and Supplementary Fig. 5a). Similarly, the interaction between Hakai and Nito was dramatically reduced (Supplementary Fig. 5a, b). In contrast, the lack of Hakai did not interfere with the association of Fl(2)d with Nito or Vir (Supplementary Fig. 5c–e). Therefore these results suggest that Vir likely stabilize the interaction between Fl(2)d, Hakai and Nito (Fig. 2g).

**Fig. 2:**
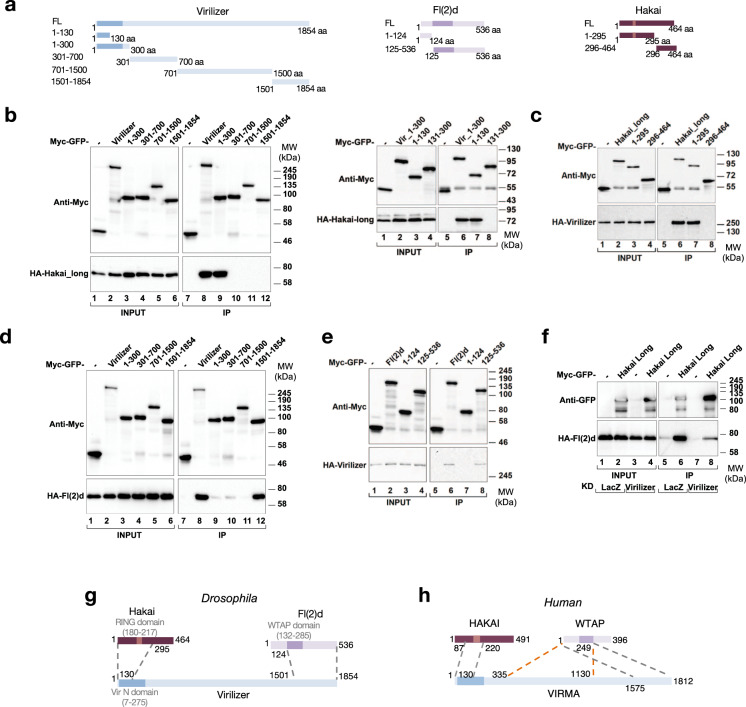
Virilizer acts as a scaffold between Hakai and Fl(2)d. **a** Schematic representation of proteins and protein fragments used for *Drosophila* co-immunoprecipitation assays. **b**–**e** Co-immunoprecipitation experiments were carried out with lysates prepared from S2R+ cells transfected with Myc-GFP-tagged Virilizer (full length or fragments) and HA-tagged Hakai-long (**b**), Myc-GFP-tagged Hakai-long (full length or fragments) and HA-tagged Virilizer (**c**), Myc-GFP-tagged Virilizer (full length or fragments) and HA-tagged Fl(2)d (**d**), Myc-GFP-tagged Fl(2)d (full length or fragments) and HA-tagged Virilizer (**e**). In control lanes, S2R+ cells were transfected with Myc-GFP alone and an identical HA-containing protein. Extracts were incubated with magnetic agarose GFP binder beads and immunoblotted using anti-Myc and anti-HA antibodies (**b**–**e**), as indicated. Two percent of input was loaded. The experiment was performed in the presence of RNase A. Images shown are representative of two biological replicates. **f** Co-immunoprecipitation experiments were carried out with lysates prepared from S2R+ cells transfected with Myc-GFP-tagged Hakai-long and HA-tagged Fl(2)d upon control (*LacZ*) or *vir* KDs. In control lanes, S2R+ cells were transfected with Myc-GFP alone and an identical HA-containing protein. Extracts were incubated with magnetic agarose GFP binder beads and immunoblotted using anti-GFP and anti-HA antibodies. Two percent of input was loaded. **g**, **h** Schematic representing the interaction domains between Hakai, Vir and Fl(2)d derived from co-IP experiments in *Drosophila* (**g**) or HEK393T cells (**h**). Orange dotted lines indicate the second interaction domain between Human WTAP and VIRMA. Source data for western blots are provided as a Source Data file.

We next explored whether these interactions are conserved in the human MACOM. To this end, we overexpressed several human MACOM subunits (Supplementary Fig. 6a) in HEK293T cells and performed co-imunoprecipitation experiments in the presence of RNase A. We found that the interaction between HAKAI and the N-terminal domain of VIRMA (residues 1–130) is conserved between *Drosophila* (Fig. 2b, c) and humans (Supplementary Fig. 6b, c). We further showed that a region of HAKAI spanning residues 87–105, which is not present in the previously determined structure^40^, is critical for this interaction (Supplementary Fig. 6c, lanes 11–12). Similarly, the predicted structured region of the Fl(2)d homologue WTAP (residues 1–249) co-imunoprecipitated with VIRMA (Supplementary Fig. 6d). In case of human VIRMA, we identified two distinct interaction domains. On one hand VIRMA interacts with WTAP through its C-terminal domain (residues 1575–1812) (Supplementary Fig. 6e), as shown for *Drosophila*. We also identified a second WTAP interacting site in the central region of the protein spanning residues 335-1130 (Supplementary Fig. 6e, lane 14). Interestingly, truncating this region further from either side abolished the interaction (Supplementary Fig. 6e, lanes 15–16), suggesting that WTAP binding involves multiple interaction sites or that the truncations disrupt the VIRMA protein fold. Altogether, these results demonstrate that VIRMA serves as an interaction platform for the assembly of HAKAI and WTAP into the MACOM complex in both *Drosophila* and humans (Fig. 2g, h).

### Hakai is required for mRNA m^6^A methylation and alternative splicing of *Sex lethal (Sxl)*

A key role for m^6^A in *Drosophila* has been shown in alternative splicing of *Sex lethal* (*Sxl*), where it is required for autoregulation in females^41^. In females, Sxl binds to either side of an alternative exon containing a stop codon and blocks the splice sites to skip this exon, which is only included in males. In addition, Sxl also prevents expression of the dosage compensation factor msl-2, which is expressed only in males to upregulate transcription from the single X chromosome twofold. Loss of m^6^A interferes with sexual differentiation in females and increases female lethality due to aberrant dosage compensation^14–16^. Hence, we wondered whether loss of *Hakai* is also required for mRNA m^6^A methylation and interferes with *Drosophila* sex determination and dosage compensation.

We obtained a previously characterized imprecise transposon excision line in the *Hakai* gene^42^. This *Hakai*^1^ allele lacks the coding region covering the N-terminus and the RING-finger domain, and is considered to be a null loss of function (Fig. 3a). In addition, we used the CRISPR/Cas9 approach to generate *Hakai*, which encodes an early truncated product (first 57aa). When we crossed *Hakai*^1^ to either of the two deficiency alleles (*Df(2L)Exel8041* or *Df(2L)Exel6044*) to normalize genetic background effects, we found that the mutants died in the pupal stage (*n* = 240). The m^6^A level of *Hakai*^1^*/Df(2L)Exel8041* pupae was reduced compared to the control (Fig. 3b–d), but not completely absent as in *Mettl3*^*null*^ mutants^14^.

**Fig. 3:**
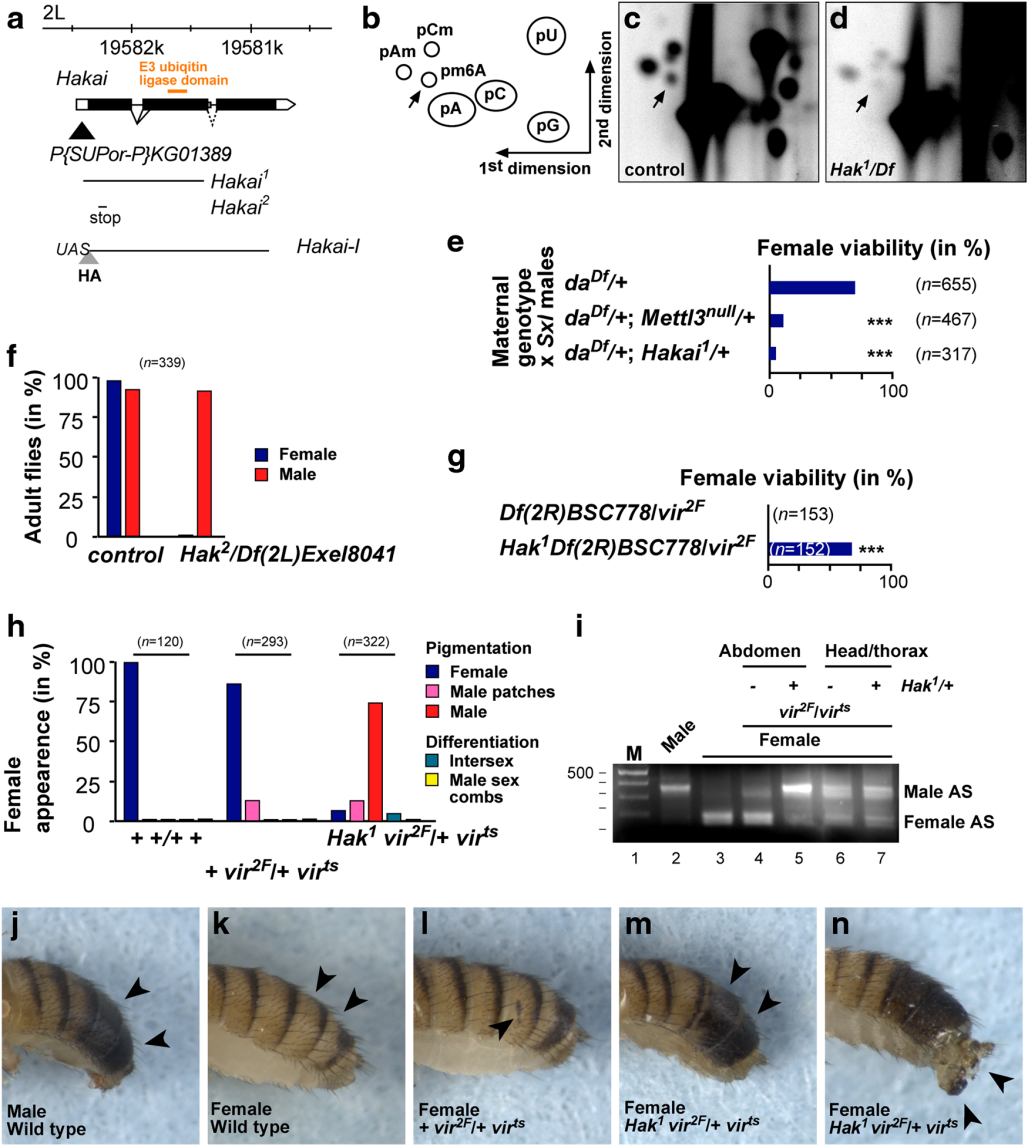
Hakai is required for m^6^A methylation and sex determination by regulating *Sex-lethal* alternative splicing. **a** Schematic of the *Hakai* genomic locus depicting the transposon (black triangle) used to generate the deletion in the *Hakai*^1^ allele and the premature stop codon present in the *Hakai* allele, and the epitope-tagged UAS constructs of the short and long isoforms. Schematic diagram of a 2D thin-layer chromatography (TLC) depicting standard and methylated nucleotides (**b**), and TLCs depicting m^6^A in control (**c**) and *Hakai*^1^*/Df(2L)Exel8041* pupae (**d**). **e** Viability of female flies from a cross of the indicated genotypes mated with *Sxl*^*7BO*^ males. The loss of one copy of *Mettl3* or *Hakai* significantly reduces female survival in a genetic background where one copy of *Sxl* and *da* are absent. Viability was calculated from the numbers of females compared with males, and statistical significance was determined by a *χ*^2^ test (Graphpad Prism). ^∗∗∗^*P* ≤ 0.0001). Unpaired two-tailed Student’s *t*-test for unequal variances. **f** Viability of *Hakai/Df(2L)Exel8041* flies. **g** The viability of female flies with homozygous *vir*^*2F*^ mutation can be rescued by the loss of a single copy of *Hakai*. Viability was calculated from the numbers of homozygous *vir*^*2F*^ females compared with heterozygous balancer-carrying siblings, and statistical significance was determined by a *χ*^2^ test (Graphpad Prism). ^∗∗∗^*P* ≤ 0.0001). **h**–**n** External sexual differentiation (**h**, **j**–**n**) and *Sxl* alternative splicing in abdomen and head/thorax fraction (**i**) of control, *vir*^*2F*^*/vir*^*ts*^ and *Hakai*^*1*^ *vir*^*2F*^*/vir*^*ts*^ female flies. The gel shown in (**i**) is a representative of two biological replicates. The marker is a 100 bp DNA ladder with 500 bp indicated on top. Note that *Sxl* alternative splicing in *Hakai*^1^ *vir*^*2F*^*/vir*^*ts*^ female abdomens is switched to the male mode and that these females display male pigmentation (**h**, **m**), but no male sex combs (**h**). Source data for TLC, fly numbers and RT-PCR gels are provided as a Source Data file.

To test whether Hakai is required for *Sxl* autoregulation, we made use of a genetically sensitized background based on reduced Sxl levels by removal of one copy of *daughterless* (*da*), which is involved in *Sxl* transcription, and one copy of *Sxl* required for *Sxl* autoregulation. In the progeny of a cross between *da*^*Df*^*/+; Mettl3*^*null*^*/+* females and *Sxl*^*7B0*^ null males, most females died (Fig. 3e). Likewise, also removal of one copy of *Hakai* killed females (Fig. 3e).

Furthermore, when we crossed *Hakai/CyO* females, which harbours an early stop codon, to *Df(2L)Exel8041/CyO* males to normalize genetic background, we observed strong female lethality compared to *CyO* balancer-carrying control animals (149 females and 144 males, Fig. 3f). Although the two females we obtained did not show sexual transformation, all male flies were flightless (*n* = 44), as observed for *Mettl3*^*null*^ and *Mettl14*^*null*^ mutants^14–16^.

To further confirm the involvement of Hakai in *Sxl* alternative splicing we made use of the female-lethal *vir*^*2F*^ allele^14^. We found that removal of one copy of *Hakai* restored female viability of *vir*^*2F*^*/Df(2R)BSC778* females by correcting *Sxl* alternative splicing (Fig. 3g), as shown previously for other components of the methyltransferase complex^14,24^.

Lastly, to demonstrate a role for Hakai in the sexual differentiation of *Drosophila* females we made use of the *vir*^*2F*^*/vir*^*ts*^ genetically sensitized background, which occasionally shows patches of darkly pigmented male tissue in abdominal segments 5 and 6 in these females (Fig. 3j–l). Strikingly, removal of one copy of *Hakai* led to male pigmentation in the vast majority of these females (Fig. 3h, m) and a switch of *Sxl* alternative splicing to the male mode, including the otherwise skipped male exon (Fig. 3i, lane 5). Some females also displayed intersexual development of genitals (Fig. 3n). Intriguingly, loss of *Hakai* in the *vir*^*2F*^*/vir*^*ts*^ genetically sensitized background revealed tissue-specificity in *Sxl* regulation as alternative splicing in the front part of females (head and thorax) was not altered, and also these females did not display male sex combs (Fig. 3h), suggesting the m^6^A pathways main function could be to guarantee robust *Sxl* alternative splicing across different tissues.

### Hakai regulates the m^6^A pathway in *Drosophila*

To further corroborate Hakai as a genuine m^6^A writer in *Drosophila*, we depleted its product in S2R+ cells and compared its effect with the KD of other m^6^A pathway components. In agreement with Hakai being part of the m^6^A writer complex, its loss led to a significant reduction of m^6^A levels on mRNA as measured by mass spectrometry (Fig. 4a). However, this reduction (32%) was not as pronounced as the m^6^A reduction observed upon depletion of the Mettl3/Mettl14 heterodimer (59%), which is consistent with the results obtained by TLC from *Hakai*^1^*/Df* mutant pupae (Fig. 3c, d). We next investigated its involvement in the regulation of m^6^A-dependent splicing events. We previously reported changes in the splicing pattern of several transcripts upon KD of individual m^6^A writers^15,24^. Splicing isoform quantification by RT-qPCR of two of the affected transcripts, *fl(2)d* and *Hairless*, resulted in a comparable isoform shift in *Hakai* KD and *Mettl3/Mettl14* KD in S2R+ cells (Fig. 4b). 

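Gene expression upon Hakai depletion was measured by RNA-seq in S2R+ cells, a Drosophila cell line of embryonic origin. Poly(A) RNA of 3 biological replicates of Hakai KD and 3 of control KD was sequenced as single reads of 85 bp, and control cells received dsRNA against the bacterial gene lacZ. The paper's methods give 7.5 μg of dsRNA, repeated after 48 and 96 h, with cells collected 24 h after the last treatment, whereas the sample labels give 10 μg of dsRNA and 3 treatments within 6 days. The authors mapped the reads with STAR to Ensembl release 90, counted them per gene with featureCounts and deposited the counts of each library without normalization. The libraries of control KD replicates 1, 2 and 3 held 16921435, 17259281 and 16043011 counts, and those of Hakai KD replicates 1, 2 and 3 held 16577632, 17288912 and 16041353 counts. Counts were scaled with the TMM factors of edgeR, and 7811 genes passed its expression filter and were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The targeted transcript was examined first. Hakai (FBgn0032812) lies on the minus strand of chromosome 2L of BDGP6.54 from 19580612 to 19582474, and no exon of another gene overlaps its exons in the annotation. It had 296, 329 and 298 normalized counts in control KD replicates 1, 2 and 3 and 68.1, 72.6 and 77.8 in Hakai KD replicates 1, 2 and 3. The mean fell from 308 ± 18.6 (SD, n = 3) to 72.8 ± 4.85 (SD, n = 3), a log2 fold change of -2.08 (standard error 0.094, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test), which leaves 23.7% of the control level. With each library left out in turn, this log2 fold change stayed between -2.13 and -2.03. Every Hakai KD library lay below every control library, and the two-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The choice of scaling, of the filter on low counts and of the test can each change the number of genes called.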

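With an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 1195 of the 7811 genes were differentially expressed between Hakai KD and control KD. Of these, 592 were higher and 603 lower upon Hakai KD. The groups did not overlap in 1178 of the 1195 genes, and in 34.9% of all genes tested, where chance alone gives 10%. Same-numbered replicates did not deviate together from their group means, with correlations across genes of -0.076, -0.033 and -0.075 for replicates 1, 2 and 3. With the replicate number as a block in the model, 1152 genes were called, of which 596 were higher, and 1066 genes were called in both models. Leaving out control KD replicate 2 moved the number of calls most, to 708. Scaling by library size alone changed the split between the directions to 374 higher and 922 lower genes. The genes with the largest changes were then examined, among genes without overlap between the groups and with a mean of at least 50 normalized counts. CG15784 (FBgn0029766; X, 5429571 to 5432526) rose from 4321 ± 208 (SD, n = 3) to 13665 ± 694 (SD, n = 3) normalized counts, a log2 fold change of 1.66 (standard error 0.046, adjusted p = 3.8e-09 from the same edgeR test). The non-coding gene lncRNA:CR43963 (X, 12717624 to 12730953) rose by a log2 fold change of 1.50 (standard error 0.18, adjusted p = 0.00035 from the same edgeR test), and its exons overlap those of Smr on the same strand, so that reads of both genes cannot be told apart with certainty. CG9263 (2L, 13541638 to 13542576) rose by 0.97 (standard error 0.16, adjusted p = 0.0021 from the same edgeR test), and exons of CG16852 and CG16853 overlap it on the other strand. CG5888 (FBgn0028523; 2L, 16400175 to 16448469) fell from 1581 ± 78.8 (SD, n = 3) to 567 ± 5.68 (SD, n = 3) normalized counts, a log2 fold change of -1.48 (standard error 0.046, adjusted p = 6.5e-09 from the same edgeR test). The transcript of comm2 (3L, 15697594 to 15699850) had a log2 fold change of -1.33 (standard error 0.14, adjusted p = 1.0e-04 from the same edgeR test), and the gene comm was lower as well, with a log2 fold change of -1.40 at a mean of 15.4 normalized counts in control KD. The paper sets the genes changed upon Hakai KD against those changed upon KD of the other components of the m6A machinery. The libraries of those KDs were not analysed here. The paper's conclusion that Hakai is a component of MACOM also draws on m6A levels, fl(2)d and Hairless isoforms and splicing. Its evidence further includes the protein interactions and genetic experiments reported earlier in the paper.

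**Figure D1:**
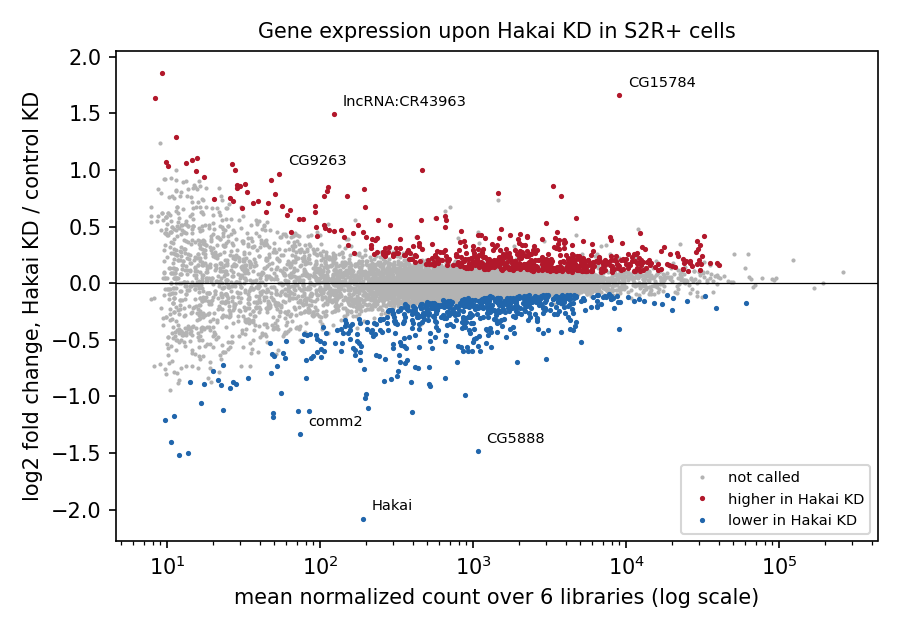
Log2 fold change of Hakai KD over control KD (vertical axis) against the mean normalized count over the 6 libraries (horizontal axis, log scale), with 1 point per tested gene. Red and blue points are the 592 genes called higher and the 603 called lower, grey points are genes without a call, and Hakai is the lowest point.

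**Figure D2:**
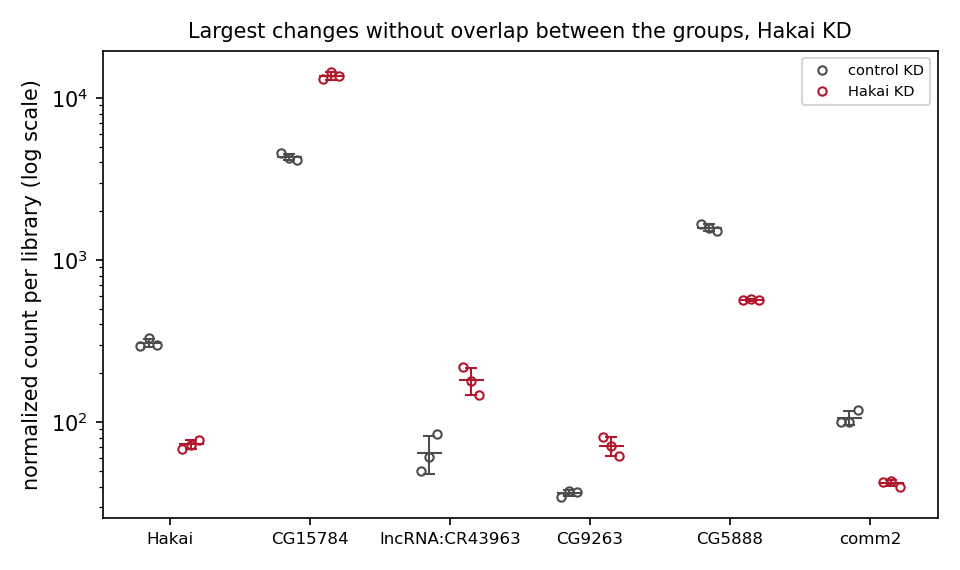
Normalized counts per library (vertical axis, log scale) of Hakai and of the named genes with the largest changes without overlap between the groups, with open circles for single libraries and bars for the mean and SD of 3 libraries. The 3 Hakai KD libraries of Hakai lie between 68.1 and 77.8 normalized counts, below the 3 control libraries.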

On a transcriptome-wide level, depletion of *Hakai* resulted in changes in gene expression and splicing that substantially overlap with changes occurring upon KD of other components of the m^6^A machinery (Fig. 4c; Supplementary Fig. 7). In particular, *Hakai* KD led to an increase of both alternative 5′ splice site usage and intron retention, consistent with our previous findings on the individual MACOM component depletion (Fig. 4d^24^). 

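Most changes upon Hakai KD, a depletion of a MACOM component, were small. The median absolute log2 fold change of the differentially expressed genes was 0.21, with quartiles of 0.16 and 0.34. Expression changed at least 2-fold in 30 of these genes, 13 of them higher and 17 lower. The median gene called higher rose by 14.8%, and the median gene called lower was reduced by 15.3%. The libraries of cells depleted of Mettl3 and Mettl14, Fl(2)d, Vir or Flacc were not analysed here, so that the effect of Hakai KD is given here against control KD only.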

Note that depletion of MACOM components has a stronger impact on gene expression and splicing compared to the loss of MAC components. This is consistent with previous genetic data showing that Mettl3 and Mettl14 are dispensable for fly viability while MACOM subunits are not^14–16^, supporting additional function(s) for MACOM components. Altogether, these results demonstrate that Hakai is a bona fide component of MACOM and is required for m^6^A biogenesis and function.

**Fig. 4:**
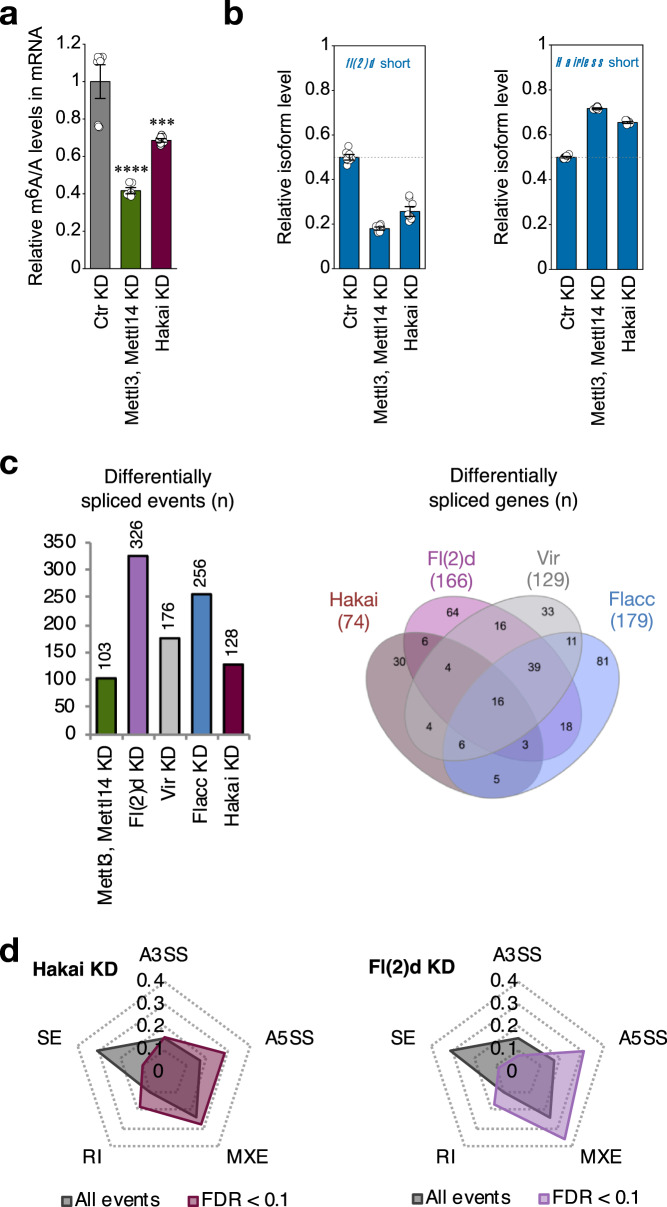
Hakai regulates m^6^A levels and m^6^A-dependent splicing events. **a** LC–MS/MS quantification of m^6^A levels in either control samples or mRNA extracts depleted for the indicated proteins in S2R+ cells. The bar chart shows the mean with standard error (SE) of three biological replicates and three technical measurements. KD of *Hakai* results in substantial reduction of m^6^A levels. ^∗∗∗^*P* = 7.49E−04 (Hakai KD), ^∗∗∗∗^*P* = 7.51E−06 (Mettl3, Mettl14 KD). Unpaired two-tailed Student’s *t*-test for unequal variances. **b** Relative isoform quantification of m^6^A-regulated genes (*fl(2)d* and *Hairless*) upon depletion of the indicated components. The bar chart shows the mean with standard error (SE) of three biological replicates and three technical measurements. Hakai is required for m^6^A-dependent splicing regulation. **c** Number of differentially spliced events upon knockdown of the indicated proteins (left) and common differentially spliced targets (right) (FDR < 0.1). **d** Radar charts display relative distribution of differentially spliced events upon knockdown of Fl(2)d and Hakai. Alternative 5’splice site (A5SS) selection and intron retention (RI) are overrepresented events upon loss of m^6^A writer components. Source data for m^6^A measurement, qPCR and RNA-seq are provided as a Source Data file.

### The Hakai ubiquitination domain but not its activity is required for maintaining MACOM integrity

We next sought to address the molecular role of Hakai within MACOM. As Hakai is a well-studied E3 ubiquitin ligase in mammals, we wondered whether its ubiquitination activity plays any role within the m^6^A pathway. To address this possibility, we generated constructs expressing either the wild-type *Hakai* cDNA (*Hakai*^*WT*^) or a cDNA containing point mutations in the RING domain (*Hakai*^*ΔRING*^) that should abolish ubiquitination activity (see “Methods”). We then performed rescue experiments in our *Hakai* mutant flies and found that while the wild-type form was able to rescue the lethality, the mutated version failed to do so. This indicates that the RING domain is required for fly viability.

We therefore wondered if Hakai might regulate m^6^A levels by ubiquitination of MACOM components. To investigate this possibility we examined our previous ubiquitylome datasets from *Drosophila* S2 cells and found that Fl(2)d and Nito were among the ubiquitinated proteins^43^. Thus, we cloned both proteins in a GFP-tag containing vector and expressed them in control and Hakai depleted S2R+ cells to monitor their ubiquitination. We immunoprecipitated both proteins under stringent 8 M Urea conditions and while we could not detect any ubiquitination signal for Nito, Fl(2)d appeared to be polyubiquitinated, as shown by a strong shift in molecular weight by more than 100 kDa (Supplementary Fig. 8a). Using mass spectrometry analysis, we could map two of the four previously identified sites (K236 and K245) in Fl(2)d (Supplementary Data 2), residing in the region required for homodimerization and interaction with Vir (Fig. 2e, Supplementary Fig. 4a). We noticed that Fl(2)d ubiquitination was reduced in the *Hakai* KD condition; however, the overall level of immunoprecipitated Fl(2)d was also diminished. We therefore repeated this experiment in control condition and after proteasome inhibition to prevent protein degradation. This experiment confirmed our previous observations; Fl(2)d was ubiquitinated and its protein intensity was strongly reduced upon *Hakai* KD. However, upon proteasome inhibition, levels of Fl(2)d as well as its ubiquitination remained unchanged despite efficient *Hakai* depletion (Supplementary Fig. 8b). This indicates that Hakai is not responsible for Fl(2)d ubiquitination, but is required for its stability.

To get better insight into the function of Hakai as an E3 ubiquitin ligase and find other putative targets, we next performed a ubiquitylome analysis in S2R+ cells in control versus *Hakai* KD condition. Cells isotopically labelled with heavy amino acids were depleted for *Hakai* and cells isotopically labelled with light amino acids served as a control in the forward experiment. A vice versa depletion was performed in the reverse experiment (Supplementary Fig. 8c). Proteins were digested with endo-proteinase Lys-C and peptides were further enriched with di-glycine-lysine remnant-recognizing antibody to identify ubiquitination sites via LC-MS/MS. We found over 3000 ubiquitination sites, but unexpectedly not a single site was reproducibly reduced in response to *Hakai* depletion and only one site in SesB was 1.5-fold increased (Fig. 5a, Supplementary Data 3). Therefore, this experiment suggests that Hakai does not act as an E3 ubiquitin ligase in *Drosophila* S2R+ cells. Alternatively, it is possible that its ubiquitination activity depends on specific external stimuli or that we have not quantified the ubiquitination sites that are regulated by Hakai due to the limited depth of the analysis.

**Fig. 5:**
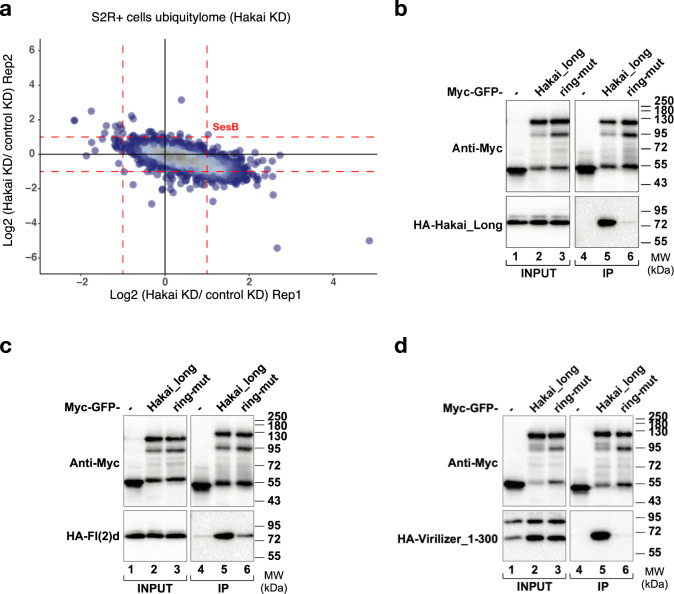
Hakai RING domain is required for interaction with MACOM components. **a** Mass spectrometry analysis of Hakai-dependent ubiquitinated proteins in S2R+ cells. Scatter plot of normalized forward versus inverted reverse experiments plotted on a log2 scale. The threshold was set to a twofold enrichment or depletion (red dashed line). One protein in the top right quadrant is enriched in both replicates. Hakai depletion does not affect global ubiquitination levels in *D. melanogaster* S2R+ cells. A complete list of quantified ubiquitylation sites after HAKAI depletion can be found in Supplementary Data 3. **b**–**d** Co-immunoprecipitation experiments were carried out with lysates prepared from S2R+ cells transfected with Myc-GFP-tagged Hakai-long (WT or RING mutant) and HA-tagged Hakai-long (**b**), HA-tagged Fl(2)d (**c**) and HA-tagged Virilizer fragment (**d**). In control lanes, S2R+ cells were transfected with Myc-GFP alone and an identical HA-containing protein. Extracts were incubated with magnetic GFP binder beads and immunoblotted using anti-Myc and anti-HA antibodies, as indicated. Two percent of input was loaded. The experiment was performed in the presence of RNase A. Images shown are representative of two biological replicates. Source data for Western blots are provided as a Source Data file.

We wondered what could explain the apparent discrepancy between our in vivo results, indicating the importance of the Hakai RING domain and the data obtained from S2R+ cells. Previous crystal structure in mammals showed that the RING domain is required for HAKAI dimerization^40^. One possibility could be that the point mutations we generated in the RING domain alter the ability of Hakai to dimerize and perhaps to interact with other MACOM components. To test this idea, we performed co-immunoprecipitation experiments by co-transfecting S2R+ cells with Myc-GFP-tagged Hakai either wild type or mutated in the RING domain and other components of MACOM, including Hakai itself. While WT Myc-GFP-Hakai strongly immunoprecipitated HA-Hakai, the RING mutant failed to do so, indicating that, like in mammals, the RING domain is required for Hakai homodimerization (Fig. 5b). More importantly, interactions with Fl(2)d and Vir were also strongly compromised (Fig. 5c, d). We interpret this result as an indication that Hakai dimerization is likely required for its association with other MACOM components.

### Hakai is required for stabilization of MACOM components

Our results so far indicate that Hakai does not possess any ubiquitin activity towards MACOM components, and that it also does not serve as a scaffold to permit the assembly of these components. Nevertheless, as mentioned above, we found that *Hakai* depletion strongly destabilized Fl(2)d protein levels. In addition, we noticed in our co-immunoprecipitation experiments that the level of protein input for Fl(2)d and Vir was consistently reduced upon *Hakai* KD (Supplementary Fig. 5c, d), suggesting that Hakai may be required to stabilize these subunits. For this reason, we had to transfect twice the amount of these components to have comparable input level and therefore interpretable co-immunoprecipitation data. To confirm these observations, we took an unbiased approach by performing a global proteome analysis in S2R+ cells following *Hakai* depletion. As expected, Hakai levels were strongly reduced, indicating a successful KD (Fig. 6a). More strikingly, we identified seven additional proteins that were strongly down regulated, and among them three MACOM components: Fl(2)d, Flacc and Vir (Supplementary Data 4). The extent of downregulation for Vir was similar as for Hakai, indicating that Hakai loss has a particularly strong impact on Vir stability. In contrast, we did not detect any substantial changes in the protein levels of Nito, Mettl3 and Mettl14. We could confirm by western blot the specific reduction of the Fl(2)d level (Fig. 6b, c and Supplementary Fig. 9d). However, immunofluorescence assay showed that its nuclear localization was not affected (Supplementary Fig. 8d).

**Fig. 6:**
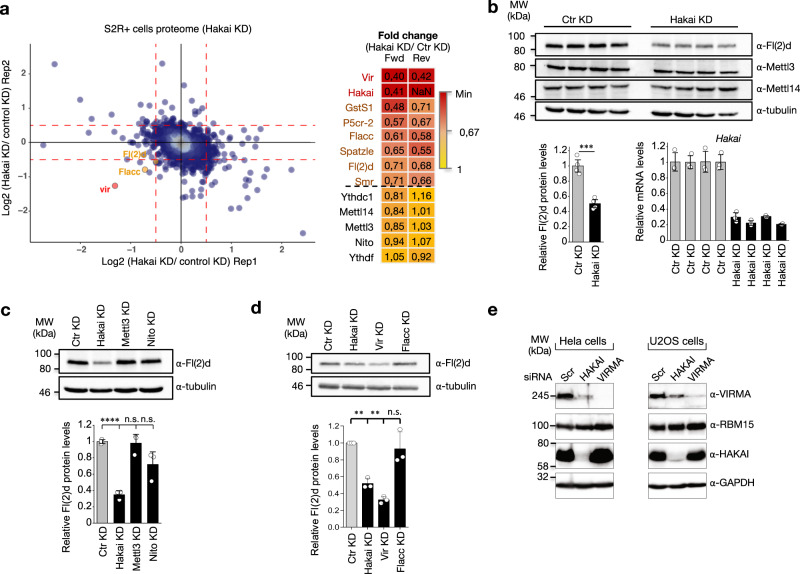
Hakai regulates the stability of other MACOM components. **a** Mass spectrometry analysis of Hakai-dependent proteome in S2R+ cells. Scatter plot of normalized forward versus inverted reverse experiments plotted on a log2 scale. The threshold was set to a 1.4-fold enrichment or depletion (red dashed line). Proteins in the bottom left quadrant are decreased in both replicates. Heat map of proteins whose levels were reduced by >1.4-fold in both replicates of the whole proteome analysis. Other components of the m^6^A writer complex and reader proteins are shown for comparison. A complete list of quantified proteins can be found in Supplementary Data 4. **b** Levels of endogenous Fl(2)d, Mettl3 and Mettl14 proteins from control cells and cells depleted for Hakai were analyzed by western blot. Tubulin was used as a loading control. Quantification of Fl(2)d, Mettl3 and Mettl14 levels from blots shown below (left). The bar chart shows the mean with standard error (SE) of four biological replicates. ^∗∗∗^*P* = 2.48E−04 (Hakai KD). Unpaired two-tailed Student’s *t*-test for equal variances. Hakai depletion strongly destabilizes Fl(2)d, but not Mettl3 or Mettl14 proteins. Relative expression levels of *Hakai* are shown as a validation of its KD efficiency. The bar chart shows the mean with standard error (SE) of three technical measurements (Bottom right). **c**, **d** Analysis of Fl(2)d levels upon *Hakai*, *Mettl3*, *nito* (**c**) or *Hakai*, *vir*, *Flacc* (**d**) depletion. Protein lysates from control and depleted cells were analyzed by western blot for levels of endogenous Fl(2)d protein. Tubulin was used as a loading control. One representative experiment is shown and quantification of three biological replicates is shown below. The bar chart shows the mean with standard error (SE). (**c**) ^∗∗∗∗^*P* = 4.74E−05 (Hakai KD), ^n.s.^*P* = 0.80029 (Mettl3 KD) and ^n.s.^*P* = 0.05398 (Nito KD). (**d**) ^∗∗^*P* = 0.0057 (Hakai KD), *P* = 0.0012 (Vir KD) (Hakai KD), and ^n.s.^*P* = 0.6061 (Flacc KD). Unpaired two-tailed Student’s *t*-test for equal variances. **e** Western blots were carried out with lysates prepared from HeLa and U2OS cells transfected with scrambled siRNA or siRNA against HAKAI or VIRMA. Extracts were immunoblotted using the indicated antibodies. Depletion of HAKAI reduced VIRMA levels while depletion of VIRMA had no impact on HAKAI levels. Images shown are representative of two biological replicates. Source data for western blots, measurement of protein levels and qPCR are provided as a Source Data file.

To examine whether the loss of Fl(2)d or Vir also impacts the stability of other m^6^A writer components, we repeated the S2R+ proteome analysis after depletion of these proteins. We found that Fl(2)d protein levels were significantly reduced upon *vir* KD and vice versa (Supplementary Fig. 9a-c). Similarly, as shown upon *Hakai* depletion, Flacc level was also decreased. However, in both cases, levels of Hakai and Nito were not affected. This was also confirmed by western blot (Fig. 6d and Supplementary Fig. 9e). Collectively, these results indicate that Hakai functions in stabilizing three MACOM components and this is likely the reason why m^6^A levels are reduced upon its depletion.

### The role of Hakai in MACOM component stabilization is conserved in human

Given the high conservation of Hakai with its human ortholog and its interaction with Vir, we wondered if HAKAI function within MACOM is conserved in humans. To this end, we depleted human *HAKAI* and *VIRMA* in HeLa and U2OS cells and monitored the protein levels. We observed that the loss of *VIRMA* had no effect on HAKAI level (Fig. 6e), as also shown with the *Drosophila* homologues. In contrast, depletion of *HAKAI* strongly reduced VIRMA levels but not the levels of RBM15, the human ortholog of Nito. Altogether, these findings indicate that the role of HAKAI within MACOM is conserved in humans and that Hakai is indispensable for maintaining the functionality of m^6^A writer by ensuring the stability of MACOM components (Fig. 7).

**Fig. 7:**
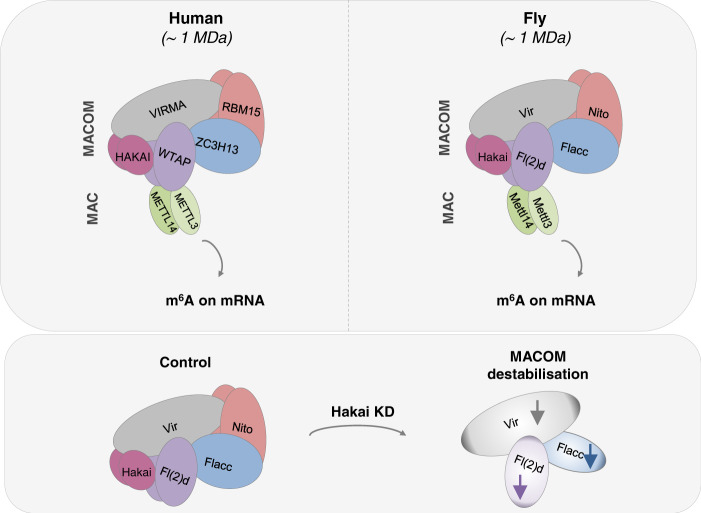
Model showing the composition of the m^6^A methyltransferase complex in fly and human and the impact of Hakai on MACOM integrity. Top left and right represent the human and fly m^6^A methyltransferase complexes, respectively. (Bottom) The depletion of Hakai leads to a reduction in protein levels for Vir, Flacc and Fl(2)d.

## Discussion

We recently showed that two conserved sub-complexes, MAC and MACOM interact to deposit m^6^A on mRNA in flies and mice^24^. While the structure of the catalytic MAC, which consists of the heterodimer METTL3 and METTL14, has been thoroughly characterized^28–30^, our knowledge of MACOM is limited. In particular, the full composition, assembly and exact function of each subunit have remained unclear. Our study identifies Hakai as an integral component of MACOM in *Drosophila* and human cells. In line with this function, we show that Hakai interacts with Vir and other MACOM components, and its depletion reduced m^6^A levels and led to altered gene expression, resembling loss of other MACOM subunits. Furthermore, flies lacking *Hakai* are lethal and display aberrant splicing of *Sex lethal*, consistent with the role of MACOM in sex determination and dosage compensation pathways. The few individuals that escape lethality are flightless, as shown earlier in other mutants of the m^6^A pathway. Mechanistically, we found that Hakai is required to stabilize several MACOM components, likely explaining its requirement for m^6^A deposition.

The question that arises is whether all MACOM components have now been identified. We and others have validated five factors, which include Fl(2)d, Vir, Flacc, Nito and Hakai (this study and^14–16,24,33^). Earlier biochemical studies estimated a molecular weight of 875 kDa for the large form of the human methyltransferase complex^44^. The calculated total molecular weight of the combined five factors corresponds to 600 kDa, which suggests that the complex contains additional factors or multiple copies of the known factors. Our data show that Hakai, Fl(2)d and Nito have the ability to self-interact (Supplementary Fig. 4). If we assume that these three factors are present as dimers, the total weight reaches up to 868 kDa, which would be consistent with the predicted mass of MACOM. Nevertheless, additional biochemical and structural characterization will be required to confirm the exact identity and stoichiometry of the different complex components.

While Hakai is undoubtedly a core component of the complex, it is surprising that its gene inactivation results in milder phenotypes in comparison to the inactivation of other MACOM components. Indeed, the few females that escaped developmental lethality in the *Hakai* loss-of-function mutant did not display male sex combs and this phenotype was also not observed in a sensitized background with reduced *Hakai* dosage. However, the females did show male pigmentation on their abdomen, indicating tissue-specific alteration of sex determination. These milder defects are consistent with our quantification of the m^6^A level in the *Hakai* mutant (Fig. 3), which appeared reduced but not completely absent, as observed in the *Mettl3* mutant^14^. Also, *Sxl* splicing showed tissue-specific alterations, indicative of local requirement for this factor. These results are consistent with a previous study in *Arabidopsis* showing less pronounced impact of Hakai on the m^6^A levels as well as on organismal development^26^. This apparent discrepancy may be explained by the function we uncovered in this work. Our data show that upon depletion of *Hakai* the level of some of the other MACOM components is reduced but not completely lost (Fig. 6), which suggest that the remaining MACOM could still support methylation. In this case, tissue-specific requirement may be mediated through differential expression of factors that may impact on this residual interaction and could determine tissue-specific levels of m^6^A. Additional work would be required to test this hypothesis.

In vertebrates, Hakai was shown to ubiquitinate E-cadherin and promote its degradation^35^. In contrast, our data from *Drosophila* cells provide no evidence for ubiquitination activity towards MACOM components or any other proteins. Instead, our work strongly suggest that Hakai is required for the stability of three MACOM components, Vir, Fl(2)d and Flacc, independently of its enzymatic activity. The question that remains is how does Hakai exert this function. It was previously shown that the so-called “orphan proteins” are unstable and get degraded if their protein partners that constitute a common complex are absent. Destabilization can be triggered due to aberrant protein folding, altered localization or because of exposure of normally protected protein binding interfaces^45^. It is therefore possible that Hakai stabilizes other MACOM components via one of these mechanisms. If this model is true, other components of the complex are also expected to stabilize each other. Indeed, we found that protein levels of Vir, Fl(2)d and Flacc were also strongly reduced upon loss of Vir or Fl(2)d (Fig. 6). Interestingly, in mES cells a strong reduction of Wtap levels was previously reported upon loss of Virma^27^ and a strong destablization of Zc3h13 was observed upon depletion of Virma, Wtap or Hakai^34^, suggesting a conserved mechanism for Hakai-Vir-Fl(2)d-Flacc stabilization between flies and mice. We further demonstrated that protein levels of Hakai and Nito are unperturbed upon depletion of other MACOM components, suggesting that Hakai and Nito might function in additional processes not linked to MACOM or m^6^A-deposition. This is in agreement with observations that Hakai also localizes in the cytoplasm, and with a study that found Nito (RBM15) in an evolutionary conserved protein complex with proteins unrelated to remaining MACOM components^39^.

Given our insights from the current study, we propose the following model of MACOM assembly: (i) Fl(2)d-Vir-Hakai form a minimal protein unit that is required for the assembly and functionality of the remaining methyltransferase complex. (ii) Stability of Fl(2)d and Vir depends on each other and Hakai, but is largely independent of Flacc and Nito. (iii) Fl(2)d-Vir-Hakai can interact with MAC, however, this is not sufficient for m^6^A deposition. (iv) Joining of Flacc and Nito is essential for the formation of a complete MACOM complex that can bind and methylate its targets together with MAC.

In conclusion, our work revealed the requirement of Hakai for m^6^A deposition in *Drosophila*. The apparent dependency of Fl(2)d, Vir and Flacc for each other’s stability might be an important mechanism that maintains an equilibrium of protein stoichiometry for a complete complex assembly in order to prevent aberrant interactions of orphan subunits and unwanted m^6^A installation. Given the critical role of m^6^A in multiple physiological processes, it will be important to address whether perturbation of this equilibrium, for instance, by single nucleotide polymorphism, may impact the development or severity of pathological conditions.

## Methods

### *Drosophila* stocks and genetics

*Drosophila melanogaster* CantonS was used as the wild-type control. All *Hakai* alleles and corresponding chromosomal deficiencies (*Df(2L)Exel8041* and *Df(2L)Exel6044*) were re-balanced with a *CyO* balancer that is marked by *actinGFP* and *w+* to determine the lethal stage and collect homozygous *Hakai* null animals. Sexing at the larval stage was done by monitoring the presence of the male gonad.

The *P{VSH330548)attP40 Hakai* RNAi line was obtained from Vienna Drosophila Resource Center). *Hakai* was generated using the CRISPR-Cas9 system following the previously described procedure^46^. Two independent guide RNAs were designed using the gRNA design tool: www.crisprflydesign.org (Supplementary Data 5). Oligonucleotides were annealed and cloned into pBFv-U6.2 vector (National Institute of Genetics, Japan). The vector was injected into embryos of TBX-0002 (y1, v1, P{nos-phiC31\int.NLS}X; attP40 (II)) flies by Bestgene Inc. Flies were crossed with TBX-0008 (y2 cho2 v1/Yhs-hid; Sp/CyO) flies to identify positive recombinant flies by eye colour marker (Vermillon). Males were further crossed with CAS-0001 (y2, cho2, v1; attP40(nos-Cas9)/CyO) females. Males carrying *nos*-Cas9 and U6-gRNA transgenes were screened for the expected deletion using oligos in Supplementary Data 5.

For genetic interaction studies, we used *Mettl3*^*null*^ and *vir* alleles as described^24^. The *da* deficiency was *Df(2L)BSC209*.

### Cloning

The plasmids used for immunohistochemistry and co-immunoprecipitation assays (shown in Fig. 1d, e) were constructed by cloning the corresponding cDNA in the pAC vector with the N-terminal Myc- tag (Hakai short and Hakai long) or N-terminal Myc-GFP tag (Fl(2)d and Nito)^15^. For plasmids with the C-terminal HA tag, the corresponding cDNA was cloned in the Gateway-based vector (pPWH) obtained from Drosophila Genomics Resource Center (DGRC) at Indiana University as described in ref. ^15^. To generate the RING mutant construct the corresponding mutations were introduced: histidine at position 183 was replaced by alanine in combination with cysteine to alanine conversion for the residues 165, 168, 181, 186, 189, 198 and 201. The stability of the protein was not affected by these mutations. Hakai long and Ring mutant cDNA were cloned in the pUAST-eGFP-attB vector between BamH1 and Xba1 sites and the constructs were sent to BestGene for injections.

Myc-GFP construct was generated by cloning Myc tag in directional cloning within the Kpn1 restriction site in pAc5.1B-EGFP-V5-His vector. This construct also has V5-His in frame after EGFP. This construct was used as negative control for the experiment. Then all cDNAs were cloned in this vector for the subsequent experiments. For HA-tagged constructs all the cDNAs were cloned in pAc5.1B-lambdaN-HA vector in suitable restriction sites.

### Cell culture, RNA interference and transfection

*Drosophila* S2R+ cells were grown in Schneider’s medium (Gibco) supplemented with 10% FBS (Sigma) and 1% penicillin–streptomycin (Sigma). For RNA interference (RNAi) experiments, PCR templates for the dsRNA were prepared using T7 megascript Kit (NEB). dsRNA against bacterial β-galactosidase gene (lacZ) was used as a control for all RNA interference (RNAi) experiments. S2R+ cells were seeded at the density of 10^6^ cells/ml in serum-free medium and 7.5 μg of dsRNA was added to 10^6^ cells. After 6 h of cell starvation, serum supplemented medium was added to the cells. dsRNA treatment was repeated after 48 and 96 h and cells were collected 24 h after the last treatment. Effectene (Qiagen) was used to transfect vector constructs in all overexpression experiments following the manufacturer’s protocol.

For knockdown in HeLa and U2OS cells, siRNAs against VIRMA (catalogue no. s24832), HAKAI (catalogue no. s36537) as well as negative control siRNA were purchased from Ambion. siRNAs were transfected with Lipofectamine 2000 RNAi MAX (Invitrogen) according to the manufacturer’s protocol.

### *Drosophila* cell lines

*Drosophila* S2R+ cells were embryonic-derived cells obtained from the DGRC (at Indiana University; FlyBase accession FBtc0000150). *Drosophila* BG3 cells were derived from larval nervous system and also obtained from the DGRC(at Indiana University; FlyBase accession FBtc0000068). Both cell lines were tested for Mycoplasma infection by RNA-seq experiments.

### *Drosophila* staging

The staging experiment was performed as described previously^15^ using *D. melanogaster* w*1118* flies. A total of three independent samples was collected for each *Drosophila* stage as well as for heads and ovaries. Samples from the staging experiment were used for RNA extraction to analyze m^6^A abundance in mRNA and expression levels of different transcripts during *Drosophila* development.

### RNA isolation and mRNA purification

Total RNA from S2R+ cells was isolated using Trizol reagent (Invitrogen), and DNA was removed with DNase I treatment (New England Biolabs). Fly heads from 3- to 5-day-old flies were separated and homogenized in Trizol prior to RNA isolation. mRNA was isolated by two rounds of purification with Dynabeads Oligo d(T)25 (New England Biolabs).

### RT-PCR

cDNA was prepared using M-MLV reverse transcriptase (Promega). Transcript levels were quantified using Power SYBR Green PCR master mix (Invitrogen) and the oligonucleotides indicated in Supplementary Data 5.

For Sxl quantification, Total RNA was extracted using Tri-reagent (SIGMA) and reverse transcription was done with Superscript II (Invitrogen) according to the manufacturer’s instructions using an oligodT17V primer. PCR for *Sxl* was done for 40 cycles with 1 μl of cDNA with primers Sxl F2 (ATGTACGGCAACAATAATCCGGGTAG) and Sxl R2 (CATTGTAACCACGACGCGACGATG). Experiments included three biological replicates.

### LC–MS/MS analysis of m^6^A levels

mRNA samples for LC-MS/MS analysis were prepared as mentioned above. Three hundred nanograms of purified mRNA was digested with 0.3 U Nuclease P1 from Penicillium citrinum (Sigma-Aldrich, Steinheim, Germany) and 0.1 U Snake venom phosphodiesterase from Crotalus adamanteus (Worthington, Lakewood, USA) in 25 mM ammonium acetate, pH 5, supplemented with 20 µM zinc chloride for 2 h at 37 °C. Remaining phosphates were removed by 1 U FastAP (Thermo Scientific, St Leon-Roth, Germany) in the manufacturer-supplied buffer, in a 1 h incubation at 37 °C. The resulting nucleoside mix was then spiked with 13C stable isotope labelled nucleoside mix from *Saccharomyces cerevisiae* RNA as an internal standard (SIL-IS) to a final concentration of 4 ng/µl for the sample RNA and 2 ng/µl for the SIL-IS. For the analysis, 10 µl of the before mentioned mixture were injected into the LC–MS/MS machine. Generation of technical triplicates was obligatory. All mRNA samples were analyzed in biological triplicates. LC separation was performed on an Agilent 1200 series instrument, using 5 mM ammonium acetate buffer as solvent A and acetonitrile as buffer B. Each run started with 100% buffer A, which was decreased to 92% within 10 min Solvent A was further reduced to 60% within another 10 min Until minute 23 of the run, solvent A was increased to 100% again and kept at 100% for 7 min to re-equilibrate the column (Synergi Fusion, 4 µM particle size, 80 Å pore size, 250 × 2.0 mm, Phenomenex, Aschaffenburg, Germany). The ultraviolet signal at 254 nm was recorded via a DAD detector to monitor the main nucleosides. MS/MS was then conducted on the coupled Agilent 6460 Triple Quadrupole (QQQ) mass spectrometer equipped with an Agilent JetStream ESI source which was set to the following parameters: gas temperature, 350 °C; gas flow, 8 l/min; nebulizer pressure, 50 psi; sheath gas temperature, 350 °C; sheath gas flow, 12 l/min; and capillary voltage, 3,000 V. To analyze the mass transitions of the unlabelled m^6^A and all 13C m^6^A simultaneously, we used the dynamic multiple reaction monitoring mode.

### Analysis of m^6^A methylation by TLC

Total RNA was extracted with Trizol (Invitrogen) and PolyA mRNA from oligo dT selection was prepared according to the manufacturer (Promega). For each sample, 50 ng of polyA mRNA was cut with RNAse T1 (1000U, Fermentas) and 5′-endlabeled using 10 U of T4 PNK (NEB) and 0.5 µl [γ-^32^P] ATP (6000 Ci/mmol, 25 µM; Perkin-Elmer) in T4 PNK buffer for 2 h. The labelled RNA was precipitated, washed twice with 70% ethanol, resuspended in 10 µl of 50 mM sodium acetate buffer (pH 5.5) and digested with P1 nuclease (SIGMA) for 1 h at 37 °C. Two microliters of each sample was loaded on cellulose F TLC plates (20 × 20 cm; Merck) and run in a solvent system of isobutyric acid:0.5 M NH_4_OH (5:3, v/v), as first dimension, and isopropanol:HCl:water (70:15:15, v/v/v), as the second dimension. TLCs were repeated from biological replicates. The identity of the nucleotide spots was determined as described^14^. For the quantification of spot intensities on TLCs, a storage phosphor screen (K-Screen; Kodak) and Molecular Imager FX in combination with QuantityOne software (BioRad) were used.

### Immunostaining

For staining of *Drosophila* S2R+ and BG3 cells, cells were transferred to the eight-well chambers (Ibidi) at a density of 2 × 10^5^ cells per well. After 30 min, cells were washed with 1× DPBS (Gibco), fixed with 4% formaldehyde for 10 min, and permeabilized with PBST (0.2% Triton X-100 in PBS) for 15 min. Cells were incubated with mouse anti-Myc (1:2000, Enzo, 9E10) or mouse anti-Flag (1:1000) in PBST supplemented with 10% donkey serum overnight at 4 °C. Cells were washed three times for 15 min in PBST and then incubated with secondary antibody and 1× DAPI solution in PBST supplemented with 10% donkey serum for 2 h at 4 °C. After three 15-min washes in PBST, cells were imaged with a Zeiss LSM 710 confocal microscope using a 63× oil immersion objective.

For polytene chromosome staining, the long Hakai isoform was expressed in salivary glands with *C155-GAL4* as described^14^. Briefly, larvae were grown at 18 °C under non-crowded conditions. Salivary glands were dissected in PBS containing 4% formaldehyde and 1% TritonX100, and fixed for 5 min, and then for another 2 min in 50% acetic acid containing 4% formaldehyde, before placing them in lactoacetic acid (lactic acid:water:acetic acid, 1:2:3). Chromosomes were then spread under a siliconized cover slip and the cover slip removed after freezing. Chromosome were blocked in PBT containing 0.2% BSA and 5% goat serum and sequentially incubated with primary antibodies (mouse anti-Pol II H5 IgM, 1:1000, Abcam, and rat anti-HA MAb 3F10, 1:50, Roche) followed by incubation with Alexa488- and/or Alexa647-coupled secondary antibodies (Molecular Probes) including DAPI (1 µg/ml, Sigma).

### Co-immunoprecipitation assay and western blot analysis of the *Drosophila* MACOM subunits

For the co-immunoprecipitation assays shown in Fig. 1e, f, different combinations of vectors with the indicated tags were co-transfected in S2R+ cells. Forty-eight hours after transfection, cells were collected, washed with DPBS, and pelleted by centrifugation at 400 × g for 10 min The cell pellet was lysed in 1 ml of lysis buffer (50 mM Tris-HCl at pH 7.4, 150 mM NaCl, 0.05% NP-40) supplemented with protease inhibitors and rotated head over tail for 15 min at 4 °C. Nuclei were collected by centrifugation at 1000 × *g* for 10 min at 4 °C, resuspended in 300 μL of lysis buffer, and sonicated with five cycles of 30 s on and 30 s off at the low power setting. Cytoplasmic and nuclear fractions were joined and centrifuged at 18,000 × *g* for 10 min at 4 °C to remove the remaining cell debris. Protein concentrations were determined using Bradford reagent (Bio-Rad). For immunoprecipitation, 2 mg of proteins was incubated with 2 μg of anti-Myc antibody coupled to protein A/G magnetic beads (Cell Signalling) in lysis buffer and rotated head over tail overnight at 4 °C. The beads were washed three times for 15 min with lysis buffer, and immunoprecipitated proteins were eluted by incubation in 1× NuPAGE LDS buffer (Thermo Fisher) for 10 min at 70 °C. Eluted immunoprecipitated proteins were removed from the beads, and DTT was added to 10% final volume. Immunoprecipitated proteins and input samples were analyzed by Western blot after incubation for an additional 5 min at 95 °C. For western blot analysis, proteins were separated on a 8% SDS-PAGE gel and transferred to a nitrocellulose membrane (Bio-Rad). After blocking with 5% milk in 0.05% Tween in PBS for 1 h at room temperature, the membrane was incubated with primary antibody in blocking solution overnight at 4 °C. Primary antibodies used were mouse anti-Myc 1:2000 (#9E10, Enzo); mouse anti-HA 1:1000 (#16B12, COVANCE); mouse anti-Tubulin 1:2000 (#903401, Biolegend); mouse anti-Fl(2)d 1:500 (#9G2, DSHB), guinea pig anti-Mettl3 1:500 and rabbit anti-Mettl14 (Lence et al. 2016) 1:250 The membrane was washed three times in PBST for 15 min and incubated for 1 h at room temperature with secondary antibody in blocking solution. Protein bands were detected using SuperSignalWest Pico chemiluminescent substrate (Thermo Scientific).

For the co-immunoprecipitation assays, shown in other figures, the following modifications were made:Cells were harvested 72 h after transfection and washed once with DPBS. The cell pellet was lysed in 0.5 ml of NET buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% Triton and 1 mM EDTA pH 8.0 supplemented with protease inhibitor and 10% glycerol) and sonicated for 3 cycles of 30 s at high power setting followed by incubation with RNase A at ice for 30 min Lysate was centrifuged at 15,000 × *g* for 10 min at 4 °C. Ten percent of the samples were taken out as input samples and rest were incubated with GFP-magnetic beads on head to toe rotary mixer at 4 °C. The beads were washed three times for 15 min with NET buffer, and proteins were eluted by boiling the beads for 3 min at 95 °C in SDS-page loading dye supplemented with 100 mM DTT. Where applicable, depletion of indicated proteins was performed as described under “Cell culture, RNA interference and transfection”. Double amounts of constructs were transfected in several conditions, as indicated in corresponding figure legends.

### Co-immunoprecipitation assay and western blot analysis of the human MACOM subunits

For co-immunoprecipitation assay of the human MACOM subunits, selected truncations of human MACOM components were cloned individually into pcDNA3-derived vectors with His_6_-HA_3_-mCherry- or His_6_-FLAG_3_-eGFP- tags. 0.25 mln. HEK293T cells were seeded into 2 ml media in 6-well plates, grown for ~24 h (reaching ~75% confluency) and transfected with corresponding plasmids, 1 µg each, using Xtreme^®^ transfection agent (Roche) at 1:3 ratio. Cells were washed with PBS and harvested ~48 h after transfection using 250 µl of the lysis buffer (20 mM Tris-HCl, pH 7.5, 150 mM KCl, 1 mM EDTA, 0.1% Tween20), supplemented with Roche protease inhibitor. The cells were then flash frozen in liquid nitrogen and stored at −80 °C.

Upon thawing, the cells were further lysed by sonication for 30 s (0.5 s on/2 s off) at 10% amplitude. 2 µg RNase A was added to rule out RNA-mediated interactions. Soluble fraction was separated by centrifugation at full speed for 15 min and incubated with ~18 µl of magnetic anti-FLAG M2 beads (Sigma) for 1 h. The beads were washed 3-4 times with the lysis buffer. The resultant beads were mixed directly with the SDS loading dye and loaded onto 4-20% SDS gels (Biorad). The gels were scanned for GFP and mCherry signals using Typhoon FLA 9500 filters of 473 nm and 532 nm, respectively.

### Immunoprecipitation and ubiquitination analysis of MycGFP-Fl(2)d and MycGFP-Nito

S2R+ cells were transfected with either MycGFP-tagged Nito or Fl(2)d proteins as described above. Forty-eight hours post-transfection attached cells in the 10-cm cell culture dish were washed 2x with cold PBS on ice. Cells were lysed with 1  ml of modified RIPA lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0,1% Na-deoxycholate), supplemented with complete protease inhibitor cocktail, 5 mM beta-glycerophosphate, 5 mM NaF, 1 mM Na-orthovanadate, 10 mM N-ethylmaleimide. Cells were then collected and incubated for 10 min on ice and centrifuged 15 min at 16,000 × *g* at 4 °C. Supernatant was transferred to a new tube and protein concentration measured using Bradford. 1.5 mg of proteins was incubated with 20 µL of washed GFPTrap-A beads (Chromotec) for 1 h at 4 °C end-over-end mixing. Beads were collected by centrifugation (3000 rpm, 1 min) and the supernatant removed. Beads were washed 1× with dilution buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 1× Protease Inhibitor (Sigma), 10 mM N-ethylmaleimide), 3× with stringent wash buffer (8 M Urea, 1% SDS in 1× PBS) and 1× with wash buffer (1% SDS in 1× PBS). Forty-microlitres of 2× LDS sample buffer (Invitrogen) supplemented with 1 mM DTT was added and beads were incubated for 10 min at 70 °C. Twenty-five percent of eluted proteins were analyzed by WB. Primary antibodies used were as follows: mouse anti-Myc 1:2000 (#9E10, Enzo) and mouse Ub antibody (P4D1, Santa Cruz).

The remaining 75% of eluted proteins were used for ubiquitinome and proteome analysis. Proteins were alkylated with 5.5 mM CAA for 30 min at RT in the dark, stained using the Colloidal Blue Staining Kit (Life Technologies) and digested in-gel using trypsin. Peptides were extracted from gel and desalted on reversed-phase C18 StageTips^47^. Samples were then subjected to MS and peptide identification.

### Stable isotope labelling by amino acids in cell culture (SILAC)

For SILAC experiments (ubiquitinome and proteome of Hakai depleted cells), S2R+ cells were grown in Schneider medium (Dundee Cell) supplemented with either heavy (Arg10, Lys8) or light amino acids (Arg0, Lys0) (Sigma) for 6–8 passages and successful incorporation was confirmed by LC–MS/MS.

### Ubiquitylome and proteome analysis in S2R+ cells

Ubiquitylome and proteome analysis of control and Hakai depleted SILAC S2R+ cells or Fl(2)d/Vir depleted S2R+ cells was performed as described previously^43,48^. Following modifications were made: S2R+ cells were grown in Schneider medium (Dundee Cell) supplemented with either heavy (Arg10, Lys8) or light amino acids (Arg0, Lys0) (Sigma) or without supplement for the label-free proteomes (Fl(2)d and Vir KD). Depletion of the different factors was performed with corresponding double-stranded RNA three times during 6 days and scaled up to obtain 50 mg of proteins per replicate (8–10, 15-cm cell culture dishes). Six hours prior to cell lysis, the MG132 proteasome inhibitor was added to a final concentration of 15 μM. Cells were lysed in modified RIPA lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0.1% Na-deoxycholate) supplemented with complete protease inhibitor cocktail (Roche), 5 mM -glycerophosphate, 5 mM NaF, 1 mM Na-orthovanadate, 10 mM N-ethylmaleimide. 1.5 ml of buffer was used per each 15-cm dish. All lysates of the same transfection were combined in a falcon and protein concentrations were measured by Bradford. Hundred micrograms of each protein sample was collected for WB analysis. For ubiquitylome and proteome analysis 25 mg of heavy and 25 mg of light labelled protein lysates were joined in a 1:1 ratio as follows: for forward experiment heavy labelled lysates with Hakai KD and light labelled lysates with control KD were joined, and vice versa for reverse experiment. 50 μg were then collected for proteome analysis. Finally, ice-cold acetone was added to 80% final conc. (4xV) and precipitated O/N at −20 °C and subjected to MS.

### Label-free proteomes

A total of 15 × 10^6^ S2R+ cells were transfected with Myc-GFP-tagged HAKAI-long isoform in a 10-cm cell culture dish. In parallel, cells were transfected with Myc-GFP as negative control. After 72 h, the cells were harvested and washed with cold PBS. Cells were lysed with 1 ml of NET buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% Triton and 1 mM EDTA pH 8.0) and supplemented with 10% Glycerol and Protease inhibitor cocktail (Roche). Lysates were sonicated for 3 cycles of 30 s at a high power setting followed by incubation with RNAse A on ice for 30 min Lysate was centrifuged at 15,000 × g for 10 min at 4 °C. The cleared lysates were incubated with GFP-magnetic beads on a head-to-toe rotary mixer at 4 °C for 2 h. The beads were washed three times for 15 min with NET buffer, and proteins were eluted by incubating at 70 °C in NuPAGE buffer.

### Proteome and ubiquitylome analyses

MS sample preparation, proteome analysis, MS, and peptide identification were performed as described previously in ref. ^48^. For peptide identification in SILAC samples, raw data files were analyzed using MaxQuant (development version 1.5.2.8) to calculate the ratios between the different conditions^49^. For the MaxQuant analysis, we used different parameter groups to define group-specific parameters to invert the SILAC ratios in replicate 2 (Reverse). As result of these settings H/L in both experiments represents HAKAI KD/Non-targeting control. The data with all quantified ubiquitylation sites (di-glycine sites) and protein groups are provided as Supplementary_Data_3 (ubiquitylome analysis) and Supplementary_Data 4 (proteome analysis).

Analysis of label-free samples was performed using default setting for the LFQ analysis in MaxQuant (1.5.2.8) and the Perseus software version 1.5.6.0 to perform calculation of *p* value and Student’s *t* test^50^. Parent ion and MS2 spectra were searched against a database containing *D. melanogaster* protein sequences obtained from the UniProtKB released in May 2016 using Andromeda search engine^51^.

### Yeast-two-hybrid assay (Y2H)

Yeast-two-hybrid assay was performed using *S. cerevisiae* yeast strain [trp1-901, leu2-3,112, ura3-52, his3-200, gal4Δ, gal80Δ, LYS2::GAL1-HIS3, GAL2-ADE2, met2::GAL7-lacZ]. cDNAs of all tested genes (Mettl3, Mettl14, Fl(2)d, Vir, Nito, Flacc, Hakai) were cloned in vectors pGAD424-GW and pGBT9-GW, with Leu2 and Trp1 markers (kindly provided by Helle Ulrich Lab, IMB Mainz) to express all candidates with either the C-terminal Gal4-activation domain or the C-terminal Gal4-DNA binding domain, respectively. Briefly, yeast cells were grown in YPD medium until they reached OD = 0.6. Cells were centrifuged at 3500 rpm for 7 min at RT and washed 1× with water, 1× with 250 ml of SORB (100 mM LiOAc, 10 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 1 M Sorbitol) and 1× with 100 ml of SORB. Pellets were resuspended in 3.6 ml of SORB and 400 ml of ssDNA carrier was added to competent cells. Fifty microlitres aliquots of cells were mixed with 100 ng of plasmid DNA. 6× volumes of PEG solution (10 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 40 (w/v)-% PEG 3350) were then added to the cell-DNA mixture that was further incubated at RT for 30 min Next, 1/9 of DMSO were added to cells that were subjected to 15 min heat shock at 42 °C. Following 2 min centrifugation at 1968 × *g* and RT, the cell pellet was resuspended in 500 μL of water and 100 μL of cell solution was plated onto Trp-/Leu- selection agar plates. After 3 days of incubation at 30 °C, 5 colonies of each transformation were resuspended in 500 μL of water and 4 μL were spotted on selection agar plates (Trp-/Leu- and Trp-/Leu-/His-). Plates were imaged in a 24-h interval.

### RNA-seq analysis

Raw data processing, differential expression analysis and splicing analysis was done as described in ref. ^24^. All samples from GSE105900 as well as the Hakai sample from GSE158663 were processed at the same time with the same tools and tool versions. The controls used as a reference for the differential splicing and the differential expression analysis are the same. In short the libraries were sequenced on a NextSeq500 with a read length of 85 bp single read and converted to fastq using bcl2fastq (v.2.19) and mapped against Ensembl release 90 of *D. melanogaster* using STAR (^52^, v. 2.5.10)). Counts per gene were derived using featureCounts (^53^, v. 2.5.1), Differential expression analysis was performed using Bioconductor/DESeq2 (^54^, v1.16.1)) and filtered for an FDR < 5%, default independent filtering was used. Differential splicing analysis was performed using rMATS (^55^, v. 3.2.5) and filtered for an FDR < 10%.

### Statistics

For m^6^A level measurements datasets were compared using two-tailed Student’s *t* test for unequal variances. Fl(2)d levels upon Control, Metll3, Nito, Vir, Flacc and Hakai KD were compared using two-tailed Student’s *t* test for equal variances. Normality was verified and homogeneity of variances was analyzed with Levene’s test. Detailed descriptions of confidence intervals, effect sizes, degrees of freedom are shown in the Source data. Statistical tests used for RNAseq data analysis and mass spectrometry analysis are described in detail under relevant sections of “Methods” part.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or Supplementary Materials. Additional data related to this paper may be requested from the authors. RNA-seq data are available in GEO: GSE158663. Proteomics data are available in PRIDE: PXD022294. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Hakai is required for stabilization of core components of the m6A mRNA methylation machinery
**Source:** Nat Commun. 2021 Jun 18;12:3778. doi: 10.1038/s41467-021-23892-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

### **Hakai is required for stabilization of core components of the m<sup>6</sup>A mRNA methylation machinery**

Praveen Bawankar<sup>#</sup>, Tina Lence<sup>#</sup>, Chiara Paolantoni<sup>#</sup>, Irmgard U. Haussmann, Migle Kazlauskiene, Dominik Jacob, Jan B. Heidelberger, Florian Richter, Mohanakarthik P. Nallasivan, Violeta Morin, Nastasja Kreim, Petra Beli, Mark Helm, Martin Jinek, Matthias Soller\* and Jean-Yves Roignant\*

<sup>#</sup> These authors contributed equally

## **Supplementary Figures**

**Supplementary Figure 1**

**Supplementary Figure 2**

**Supplementary Figure 3**

**Supplementary Figure 4**

**Supplementary Figure 5**

**Supplementary Figure 6**

**Supplementary Figure 7**

**Supplementary Figure 8**

**Supplementary Figure 9**

## **Supplementary References**

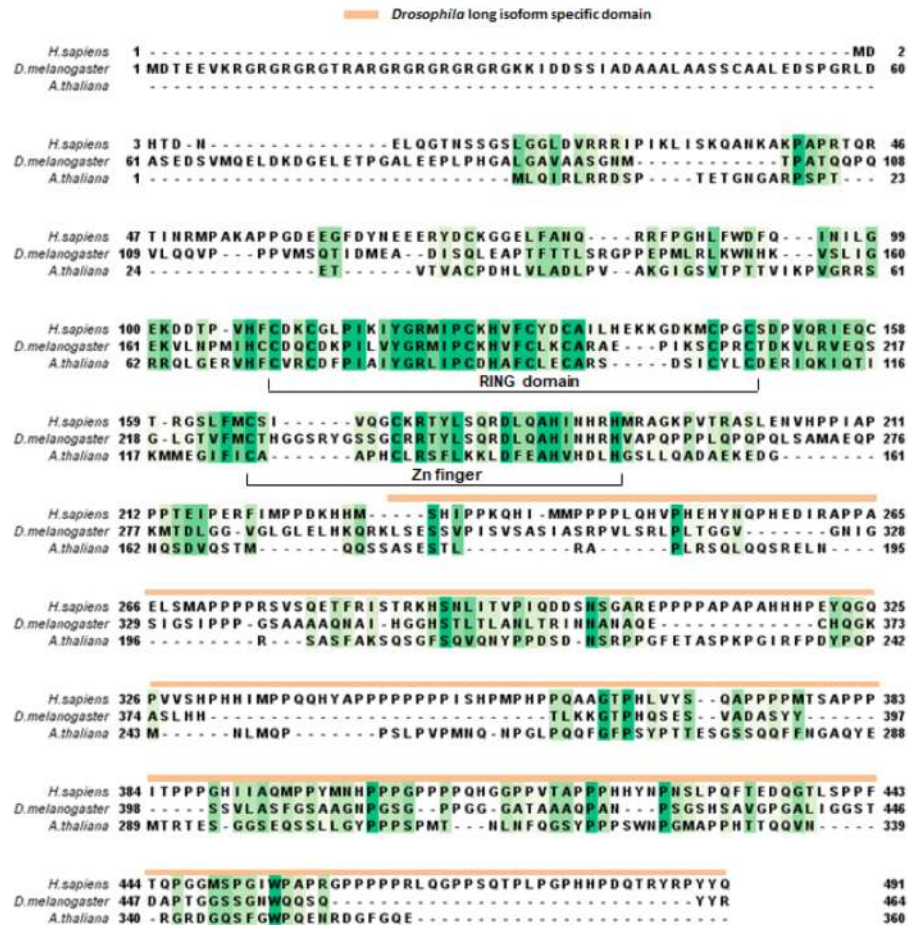

### Supplementary Figure 1. Hakai protein alignment.

Alignment of Hakai protein sequences from *Drosophila melanogaster* (Hakai\_Dm: M9PBE2-1), *Arabidopsis thaliana* (Hakai\_At:Q9LFC0) and *Homo sapiens* (HAKAI\_Hs: Q75N03-1). (6,4% identity, 64 aa similarities). Protein alignments were generated in Jalview 2.10.5 (Waterhouse et al. 2009) with ClustalO version1.2.4 using default settings (Larkin et al. 2007). Colored by degree of amino acid conservation in each column with a 30 % cut off threshold. The orange line indicates the C-terminal region specific of the long isoforms.

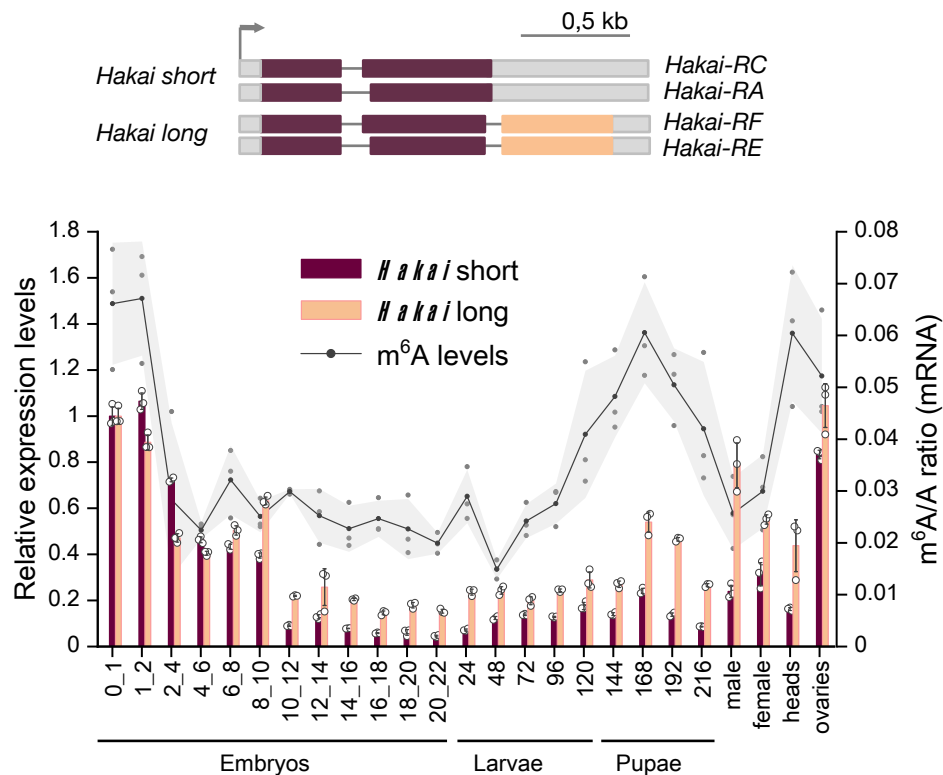

**Supplementary Figure 2. Developmental expression of *Hakai* transcript isoforms.**

(Top) Schematic representation of two short and two long *Hakai* transcript isoforms generated by alternative splicing. 5'UTR and 3'UTR sequences are shown in grey and CDS in colors, connecting lines represent introns. (Bottom) Relative expression of *Hakai* short and long transcript isoforms during *D. melanogaster* developmental stages and in adult female heads and in ovaries, analyzed by qRT-PCR. Levels of  $m^6A$  modification were analyzed using LC-MS/MS (grey line). All *Hakai* isoforms and  $m^6A$  levels are enriched during first hours of embryogenesis, during early pupation as well as in adult heads and ovaries. Bars represent the mean with standard deviation (SD) of three technical measurements from one biological replicate. Line junctions display mean with standard deviation (SD) of three technical measurements from three biological replicates. Source data for  $m^6A$  measurement and qPCR are provided as a Source Data file.

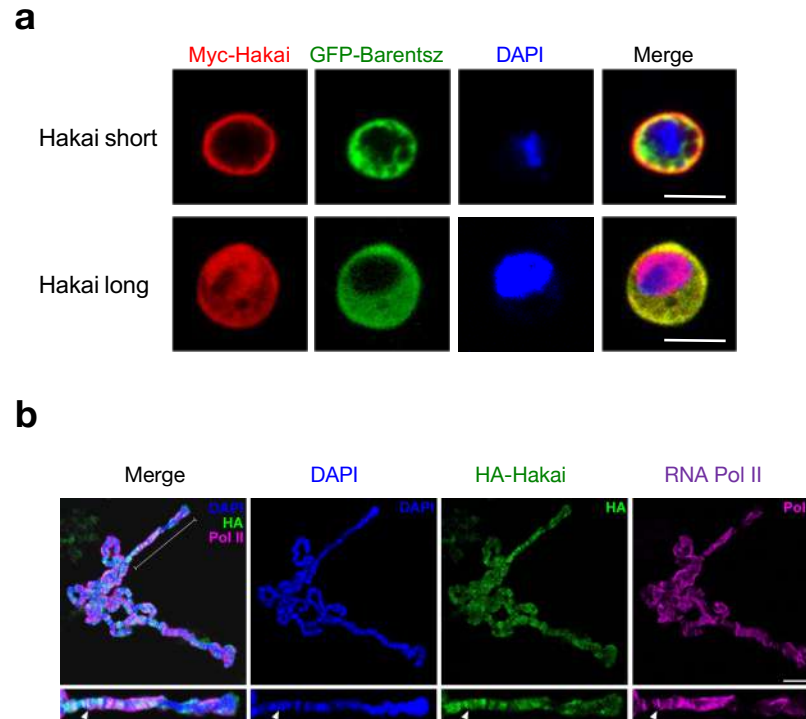

**Supplementary Figure 3. The long Hakai isoform localizes to the nucleus**

(a) Immunostaining of Myc-tagged Hakai short and long protein isoforms overexpressed in BG3 cells. GFP-tagged Barentsz protein served as a cytoplasmic marker. DAPI staining is shown in blue. The short Hakai isoform localizes strictly to the cytoplasm, whereas the long isoform localizes to both cellular compartments with the enrichment in the nucleus. Scale bars, 10  $\mu$ m

(b) Immunostaining of Polytene chromosomes of Salivary glands. HA-Hakai (green) colocalizes partially with RNA Pol II (magenta). The images shown are representative of three biological replicates. Scale bars: (top) 20  $\mu$ m, (bottom) 1  $\mu$ m.

**a**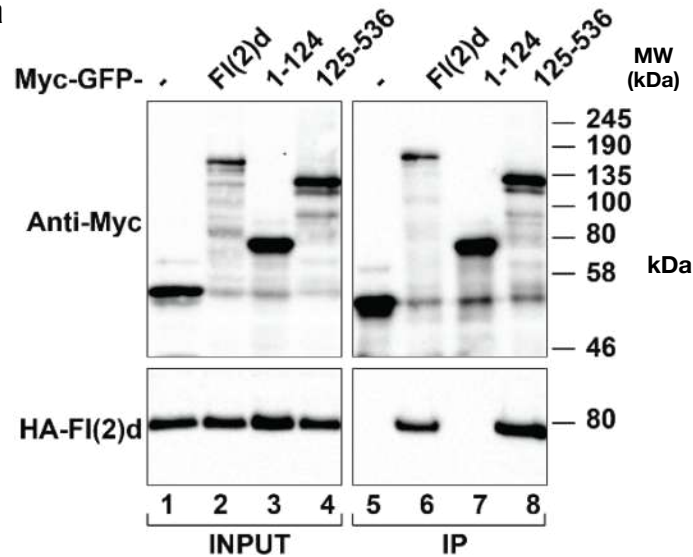**b**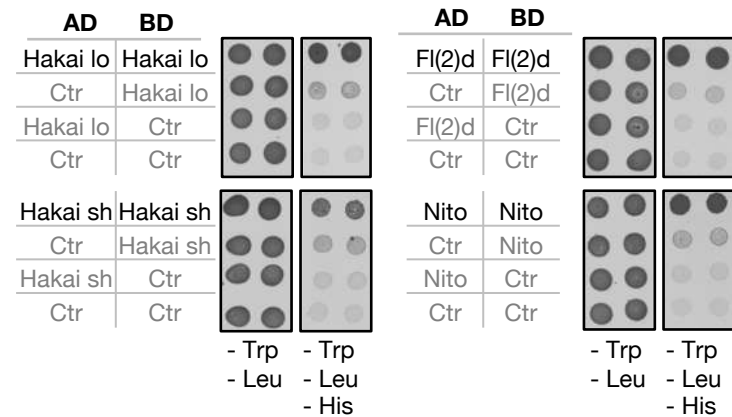

#### Supplementary Figure 4. Hakai, Nito and FI(2)d self-interact.

(a) Co-immunoprecipitation experiments were carried out with lysates prepared from S2R+ cells transfected with Myc-GFP-tagged FI(2)d (full length or fragments) (A) and HA-tagged FI(2)d. In control lanes, S2R+ cells were transfected with Myc-GFP alone and an identical HA-containing protein. Extracts were incubated with magnetic agarose GFP binder beads and immunoblotted using anti-Myc and anti-HA antibodies, as indicated. Two percent of input was loaded. The experiment was performed in the presence of RNase A.

(b) Yeast-two-hybrid assay to investigate Hakai, Nito and FI(2)d homo-dimerization. Proteins were cloned in yeast expression vectors and fused with either Gal4-DNA binding domain (BD) or Gal4-DNA activation domain (AD). Indicated combinations of vectors were co-expressed in yeast and empty vectors encoding only activation or binding domain were used as control (Ctr). Recovered colonies were spotted on plates lacking Leucine and Tryptophan (-Leu, -Trp) as well as selection plates lacking amino acids Leucine, Tryptophan and Histidine (-Leu, -Trp, -His). Hakai, FI(2)d and Nito all homo dimerize.

Source Data for Western blots and the yeast two hybrid assay are provided as a Source Data file.

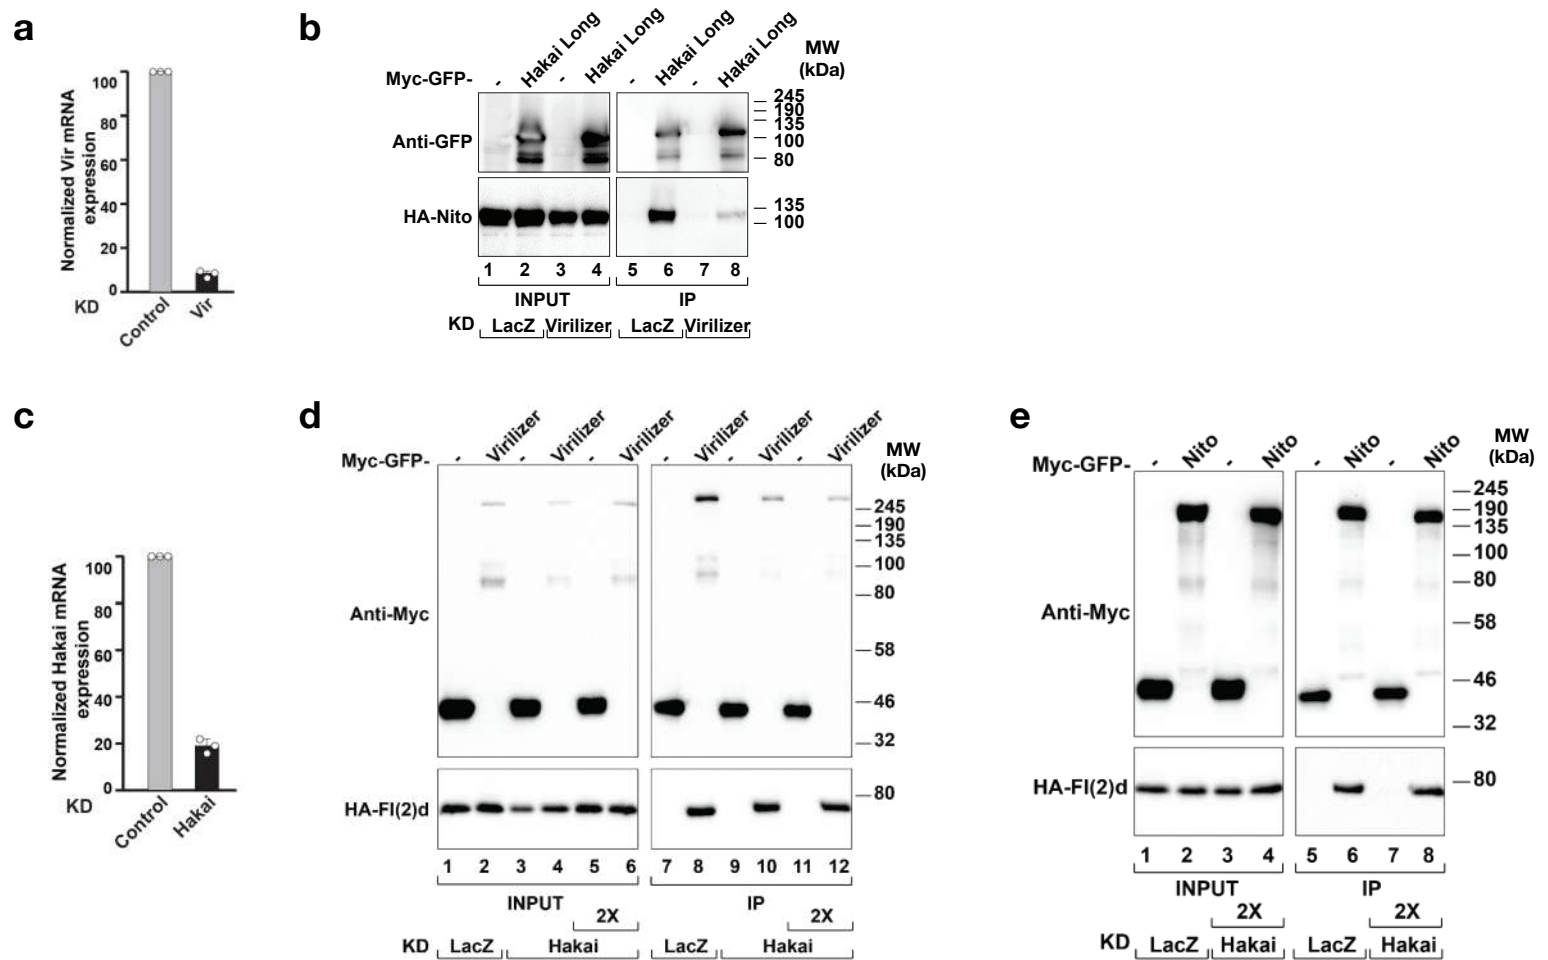

**Supplementary Figure 5. Dependency on Hakai and Virilizer for molecular interactions within MACOM.**

(a) Relative expression levels of *Vir* shown as a validation of its KD efficiency. The mean with standard error (SE) of three technical measurements is shown.

(b) Co-immunoprecipitation experiments were carried out with lysates prepared from S2R+ cells transfected with Myc-GFP-tagged Hakai-long and HA-tagged Nito upon control (*LacZ*) or *vir* KDs. In control lanes, S2R+ cells were transfected with Myc-GFP alone and an identical HA-containing protein. Extracts were incubated with magnetic agarose GFP binder beads and immunoblotted using anti-GFP and anti-HA antibodies. Two percent of input was loaded.

(c) Relative expression levels of *Hakai* shown as a validation of its KD efficiency. The mean with standard error (SE) of three technical measurements is shown.

(d, e) Co-immunoprecipitation experiments were carried out with lysates prepared from S2R+ cells transfected with Myc-GFP-tagged Vir (d) or Myc-GFP-tagged Nito (e) and HA-tagged FI(2)d upon control (*LacZ*) or *Hakai* KDs. In control lanes, S2R+ cells were transfected with Myc-GFP alone and an identical HA-containing protein. Extracts were incubated with magnetic agarose GFP binder beads and immunoblotted using anti-Myc and anti-HA antibodies. Two percent of input was loaded. Note that twice the amount of plasmids was transfected to compensate for the decreased protein levels. Images shown are representative of two biological replicates.

Source Data for Western blots are provided as a Source Data file.

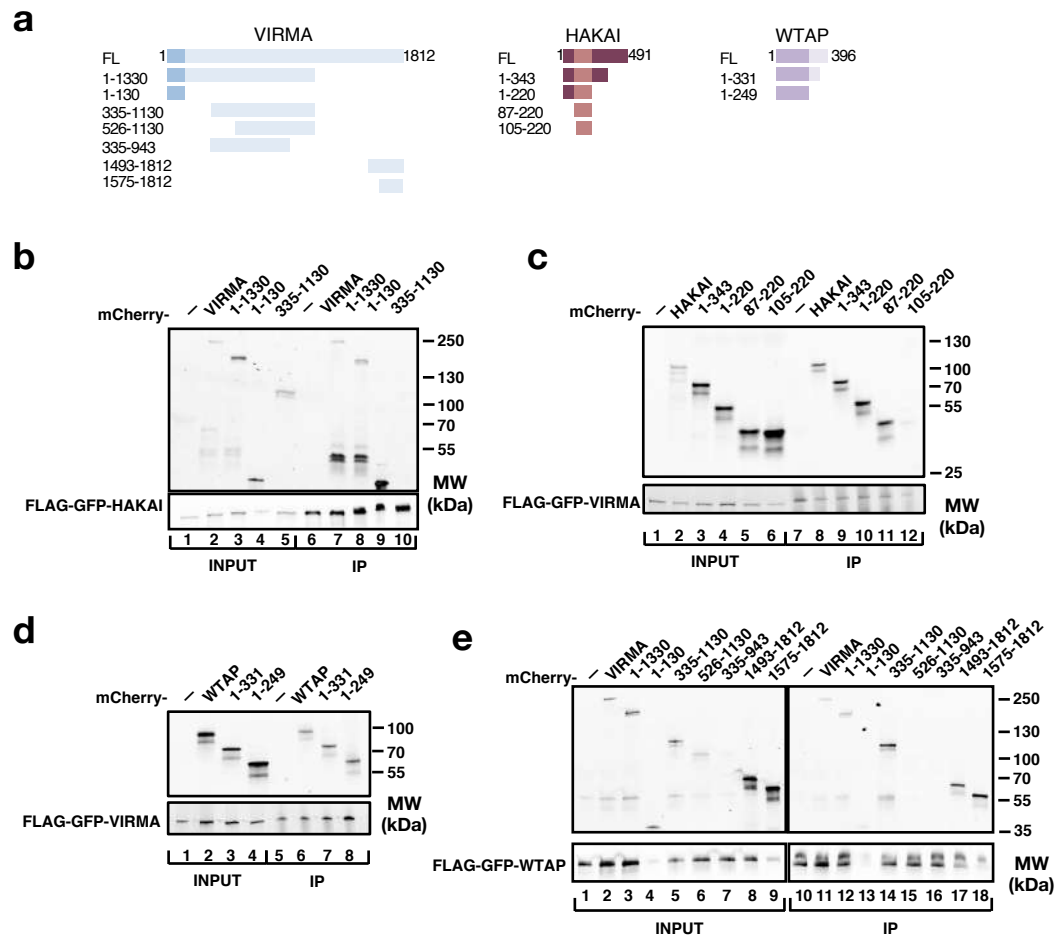

**Supplementary Figure 6. VIRMA serves as an interaction platform for the assembly of HAKAI and WTAP into the MACOM complex in humans.**

(a) Schematic representation of proteins and protein fragments used for human co-immunoprecipitation assays.

(b-e) Co-IP assays were carried out with lysates prepared from HEK293T cells transfected with (b) His6-FLAG3-eGFP-HAKAI (full-length) and His6-HA3-mCherry-VIRMA (full-length or indicated truncations); (c) His6-FLAG3-eGFP-VIRMA (full-length) and His6-HA3-mCherry-HAKAI (full-length or indicated truncations); (d) His6-FLAG3-eGFP-VIRMA (full-length) and His6-HA3-mCherry-WTAP (full-length or indicated truncations). Extracts were immunoprecipitated with magnetic anti-FLAG M2 beads and analysed based on fluorescence. 2% of input was loaded. (e) His6-FLAG3-eGFP-WTAP (full-length) and His6-HA3-mCherry-VIRMA (full-length or indicated truncations). The experiment was performed in the presence of RNase A.

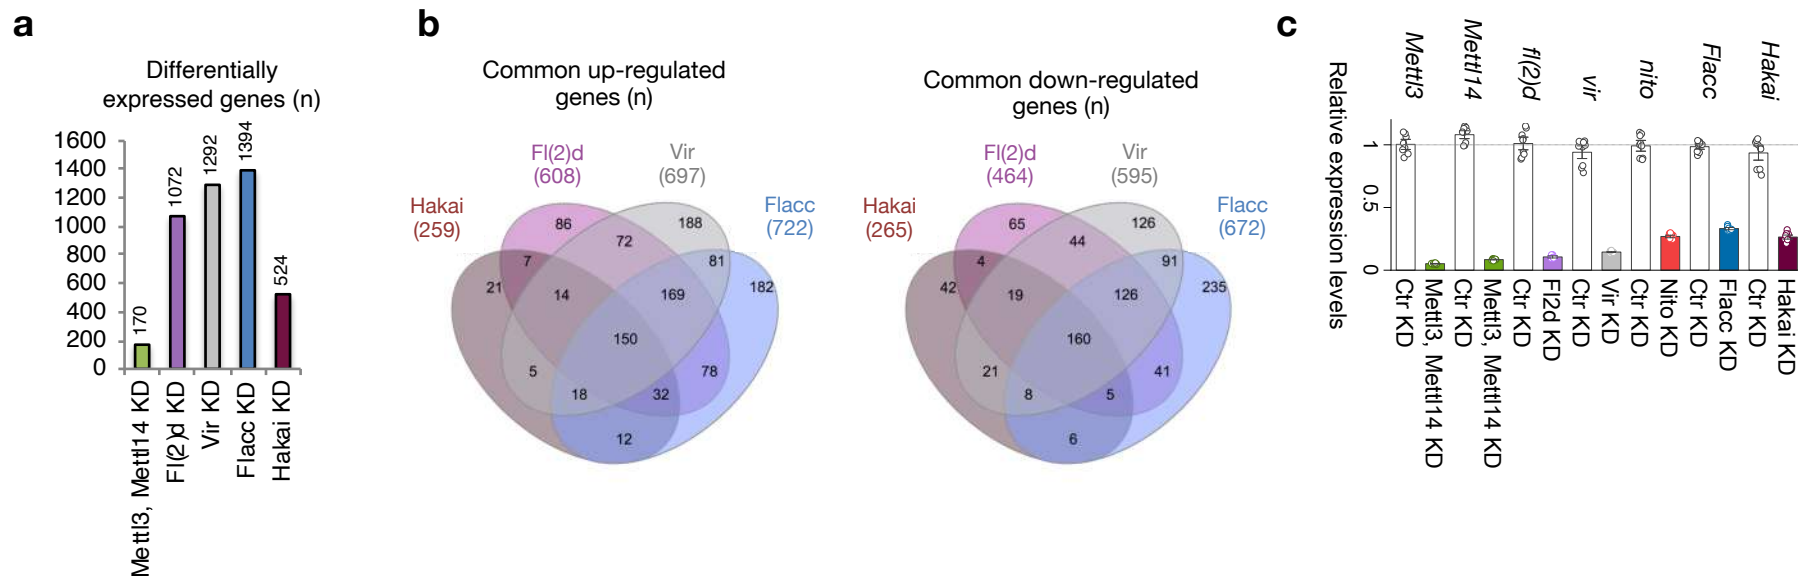

**Supplementary Figure 7. Hakai regulates m<sup>6</sup>A-dependent gene expression.**

(a) Number of differentially expressed genes upon knockdown of indicated proteins (FDR<0.05). 

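The tool of the paper's methods, DESeq2, was also run on the deposited counts of the 3 Hakai KD and 3 control KD libraries. The version, 1.42.0, is later than the paper's, and independent filtering was set for a threshold of 0.05. It called 810 of 7909 genes at an adjusted p-value under 0.05. Of these calls, 780 were also made by edgeR's quasi-likelihood test, and all 780 had the same direction in both. Leaving out control KD replicate 1, 2 or 3 gave 912, 708 and 971 genes in edgeR's test, and leaving out Hakai KD replicate 1, 2 or 3 gave 830, 740 and 1014 genes. A set of 552 genes was called with all libraries and in each of the 6 fits that left out a library.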

N = three biological replicates.

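In the DESeq2 fit of Hakai KD against control KD, 416 genes were up-regulated and 394 down-regulated, so that 51.4% of the calls were increases. The up-regulated share of edgeR's calls was 49.5%. The overlap with the genes changed upon KD of Fl(2)d, Vir and Flacc could not be computed from these 6 libraries, and the libraries of those KDs were not analysed here.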

(b) Common differentially up-regulated (left) or down-regulated (right) genes upon knockdown of indicated proteins (FDR<0.05).

(c) Relative expression levels of indicated transcripts displaying validation of KD efficiency. The mean with standard error (SE) of three biological replicates and three technical measurements is shown.

Source Data for RNA-seq and qPCR are provided as a Source Data file.

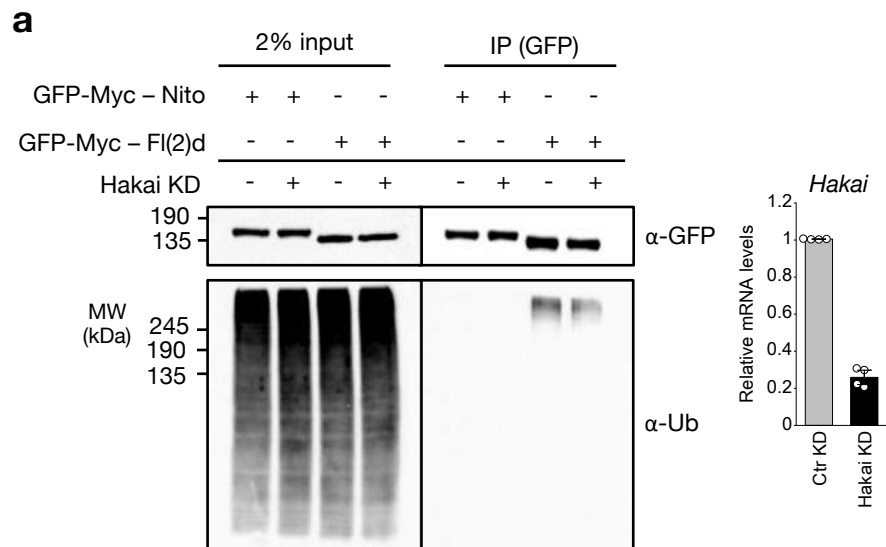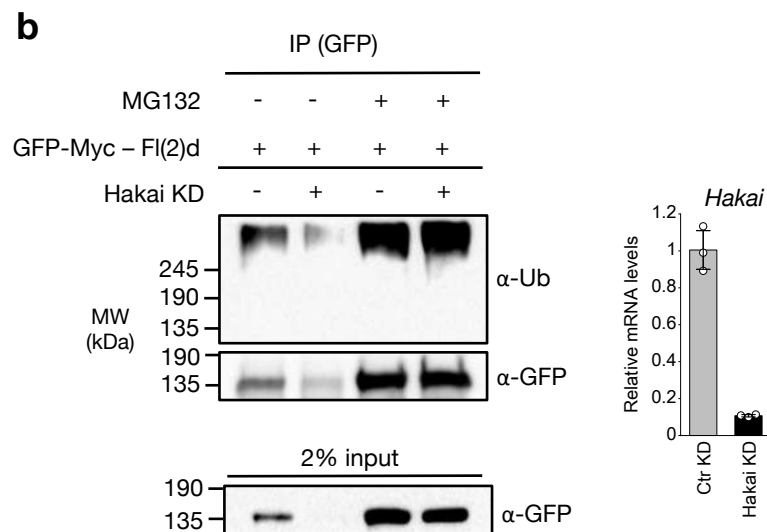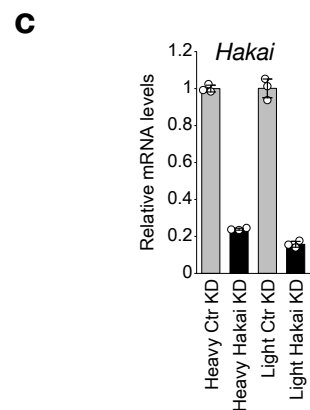

| Experiment        | Heavy labelled cells | Light labelled cells |
|-------------------|----------------------|----------------------|
| Replicate 1 (Fwd) | <b>Hakai KD</b>      | Control              |
| Replicate 2 (Rev) | Control              | <b>Hakai KD</b>      |

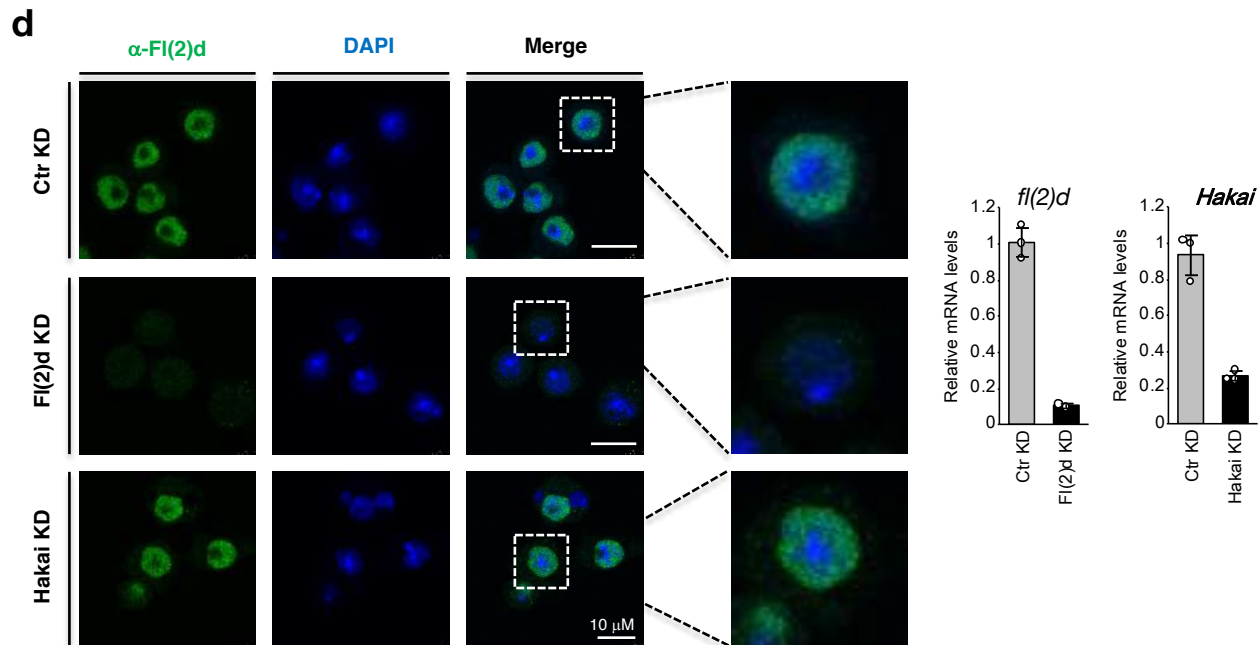

**Supplementary Figure 8. Hakai does not ubiquitinate MACOM components in S2R+ cells and is not required for Fl(2)d subcellular localization.**

(a) Ubiquitination analysis of GFP-tagged Nito and Fl(2)d proteins upon control condition and Hakai depletion. GFP-tagged proteins were immunoprecipitated using anti-GFP-coupled beads under stringent urea conditions and analyzed by western blot. (left). Relative expression levels of *Hakai* shown as a validation of its KD efficiency. The mean with standard error (SE) of four technical measurements is shown (right). Fl(2)d, but not Nito, is ubiquitinated.

(b) Ubiquitination analysis of GFP-tagged Fl(2)d protein upon control condition and Hakai depletion, with or without proteasome inhibitor MG132. GFP-tagged Fl(2)d was immunoprecipitated using anti-GFP-coupled beads under stringent urea conditions and analyzed by western blot (left). Relative expression levels of *Hakai* shown as a validation of its KD efficiency. The mean with standard error (SE) of three technical measurements is shown (right). Fl(2)d stability and ubiquitination are decreased upon Hakai depletion and rescued by inhibition of proteasomal degradation.

(c) Relative expression levels of *Hakai* are shown as a validation of its KD efficiencies for the ubiquitylome and proteome in S2R+ cells. The mean with standard error (SE) of three technical measurements is shown (top). Experimental set-up of double labelling SILAC experiment for replicate 1 (Fwd) and replicate 2 (Rev) (below).

(d) Immunostaining of endogenous Fl(2)d protein (green) in S2R+ cells upon depletion of *Fl(2)d* or *Hakai* and in control condition. DAPI staining is shown in blue. Fl(2)d localization is unperturbed upon Hakai depletion in S2R+ cells. Scale bars, 10  $\mu$ m. Right, relative expression levels of *Fl(2)d* and *Hakai* are shown as a validation of their KD efficiencies. The mean with standard error (SE) of three technical measurements is shown.

Source Data for Western blots and qPCR are provided as a Source Data file.

**a**

S2R+ cells proteome (Vir KD)

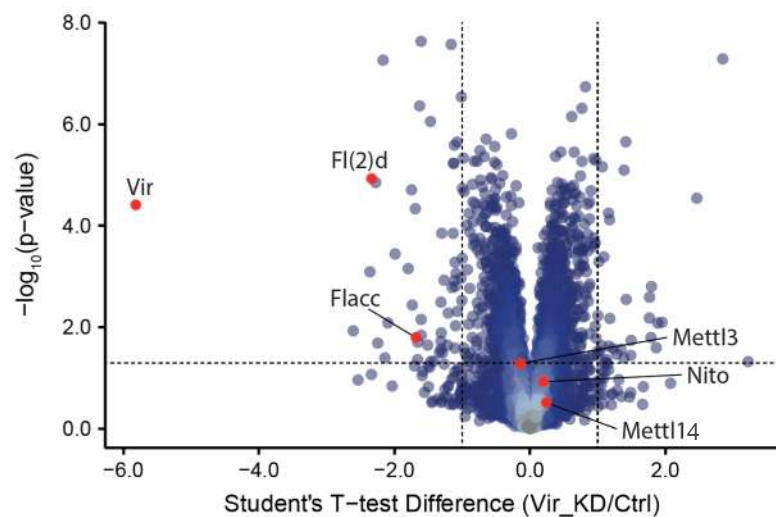**b**

S2R+ cells proteome (Fl(2)d KD)

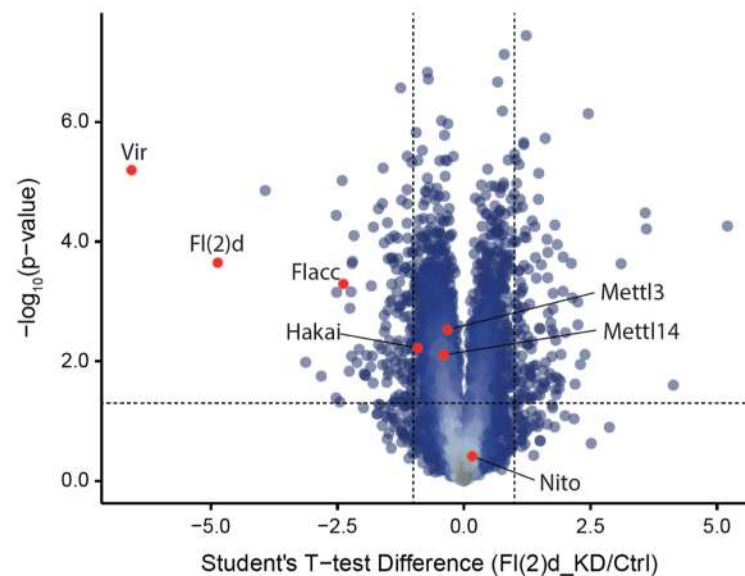**c**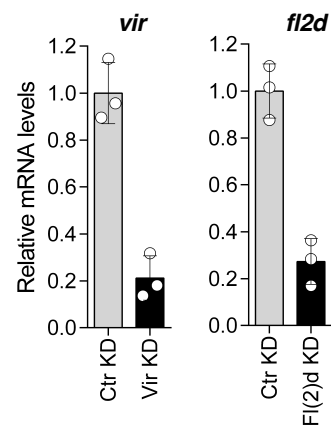**d**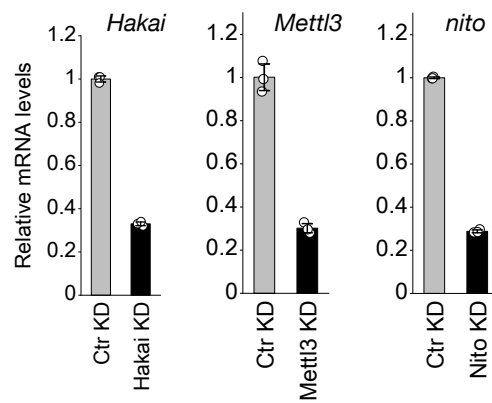**e**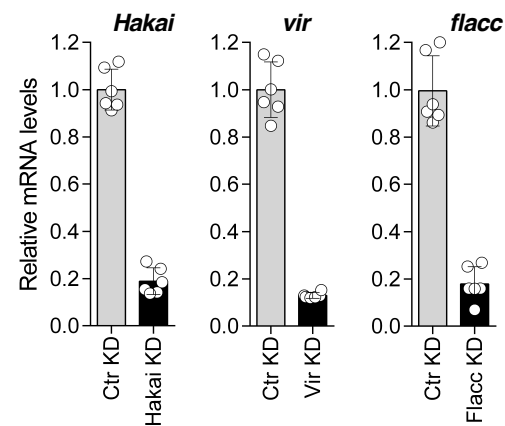

### **Supplementary Figure 9. Vir and Fl(2)d control the stability of other MACOM components.**

**(a-b)** Quantitative mass spectrometry analysis of Vir-dependent proteome (A) or Fl(2)d-dependent proteome (B) in S2R+ cells. Label free quantification on four replicate experiments was performed to identify significantly upregulated and down regulated proteins. MACOM component proteins are highlighted in red. The threshold was set to a FDR of 0.05 (black dashed line y-axis) and to a T-test difference of  $\pm 1$  (black dashed line x-axis).

**(c)** Relative expression levels of *fl(2)d* and *vir* are shown as a validation of their KD efficiencies for the proteome in S2R+ cells. The mean with standard deviation of three technical measurements is shown.

**(d)** Relative expression levels of *Hakai*, *Mettl3* and *nito* are shown as a validation of their KD efficiencies for the analysis of Fl(2)d protein levels. The mean with standard error (SE) of three technical measurements is shown.

**(e)** Relative expression levels of *Hakai*, *vir* and *Flacc* are shown as a validation of their KD efficiencies for the analysis of Fl(2)d protein levels. The mean with standard deviation of two biological replicates and three technical measurements is shown.

Source Data for qPCR are provided as a Source Data file.

## **Supplementary References**

1. Larkin MA, Blackshields G, Brown NP, Chenna R, McGettigan PA, McWilliam H, Valentin F, Wallace IM, Wilm A, Lopez R et al. 2007. Clustal W and Clustal X version 2.0. *Bioinformatics* **23**: 2947-2948.
2. Waterhouse AM, Procter JB, Martin DM, Clamp M, Barton GJ. 2009. Jalview Version 2--a multiple sequence alignment editor and analysis workbench. *Bioinformatics* **25**: 1189-1191.

# Supplementary material for: Hakai is required for stabilization of core components of the m6A mRNA methylation machinery
**Source:** Nat Commun. 2021 Jun 18;12:3778. doi: 10.1038/s41467-021-23892-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

File Name: Supplementary Data 1
Description: Mass spectrometry analysis of proteins pulled down after immunoprecipitation of Hakai long isoform in S2R+ cells

File Name: Supplementary Data 2
Description: Mass spectrometry analysis of ubiquitylation sites after pull down of GFP-Fl(2)d or GFP-Nito in S2R+ cells

File Name: Supplementary Data 3
Description: Mass Spectrometry analysis of Hakai-dependent ubiquitinated proteins in S2R+ cells

File Name: Supplementary Data 4
Description: Proteome analysis upon Hakai KD in S2R+ cells

File Name: Supplementary Data 5
Description: List of oligonucleotide used in this study

# Supplementary material for: Hakai is required for stabilization of core components of the m6A mRNA methylation machinery
**Source:** Nat Commun. 2021 Jun 18;12:3778. doi: 10.1038/s41467-021-23892-5
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data collection

Measurement m6A level:

MS/MS was then conducted on the coupled Agilent 6460 Triple Quadrupole (QQQ) mass spectrometer equipped with an Agilent JetStream ESI source which was set to the following parameters: gas temperature, 350 °C; gas flow, 8 l/min; nebulizer pressure, 50 psi; sheath gas temperature, 350 °C; sheath gas flow, 12 l/min; and capillary voltage, 3,000 V

RNA-seq:

The libraries were sequenced on a NextSeq500 with a read length of 85 bp single read and converted to fastq using bcl2fastq (v.2.19) and mapped against Ensembl release 90 of *Drosophila melanogaster* using STAR (v. 2.5.10)

Data analysis

Data Analysis

Proteome label free:

Analysis of label free samples was performed using default setting for the LFQ analysis in MaxQuant (1.5.2.8) and the Perseus software version 1.5.6.0 to perform calculation of p-value and Student's T-Test.

Proteome/Uniquitylome SILAC

For peptide identification in SILAC samples, raw data files were analyzed using MaxQuant (development version 1.5.2.8) to calculate the ratios between the different conditions.

## RNA-seq:

Counts per gene were derived using featureCounts (v. 2.5.1), Differential expression analysis was performed using Bioconductor/DESeq2 (v1.16.1) and filtered for an FDR < 5%, default independent filtering was used. Differential splicing analysis was performed using rMATS (v. 3.2.5) and filtered for an FDR < 10%.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or Supplementary Materials. Additional data related to this paper may be requested from the authors.

RNA-seq data are available in GEO (GSE158663: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158663>).

Proteomics data are available in PRIDE (PXD022294: <https://www.ebi.ac.uk/pride/archive/projects/PXD022294>).

Source data are provided with this paper.

All data needed to evaluate the conclusions in the paper are present in the paper and/or Supplementary Materials. Additional data related to this paper may be requested from the authors.

RNA-seq data are available in GEO (GSE158663: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158663>).

Proteomics data are available in PRIDE (PXD022294: <https://www.ebi.ac.uk/pride/archive/projects/PXD022294>).

Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations were performed. Sample sizes were determined based on our previous studies (PMID: 27919077, 29535189).                                                                                                                       |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                  |
| Replication     | Experiments were performed by a minimum of two independent replicates as described figure caption or materials and methods sections.                                                                                                                     |
| Randomization   | Samples were grouped according to genotype (wildtype or various mutants).                                                                                                                                                                                |
| Blinding        | The investigators were not blinded during data collection as the biological groups (genotypes) were well defined and handled in parallel. Computational analysis was performed by data scientists different from the researchers who collected the data. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

- 1) mouse anti-Myc 1:2000 (clone 9E10, Enzo (ENZ-ABS462-0200));
- 2) mouse anti-HA 1:1000 (clone 16B12, COVANCE (MMS-101R));
- 3) mouse anti-Tubulin 1:2000 (clone TU27, Biolegend (903401));
- 4) mouse anti-Fi(2)d 1:500 (#9G2, DSHB)
- 5) guinea pig anti-Mettl3 1:500 (Eurogentec; (Lence et al. 2016, PMID: 27919077))
- 6) rabbit anti-Mettl14 (Eurogentec; (Lence et al. 2016, PMID: 27919077))
- 7) rabbit Anti VIRMA antibody 1:1000 (Bethyl A302-124A-M)
- 8) rabbit Anti HAKAI Antibody 1:1000 (Bethyl A302-969A-M)
- 9) rabbit RBM15 antibody 1:1000 (Proteintech 10587-1-AP)
- 10) mouse GAPDH antibody 1:10000 (clone 1E6D9; Proteintech 60004-1-Ig)

## Validation

Validated by manufacturers:

- 1) mouse anti-Myc (#9E10, Enzo); Species reactivity: Human. Specificity: Recognizes epitope sequence EQKLISEEDL, located in aa 410-419 of human c-myc protein. Applications: IF, IHC (FS), IHC (PS), IP, WB
- 2) mouse anti-HA (#16B12, COVANCE); Antibody Type: Monoclonal. Host Species: Mouse. Immunogen: Monoclonal antibody HA.11 was raised against the twelve amino acid peptide CYPYDVPDYASL. Application: WB - Quality tested; ICC, IP - Verified; FC, Purification - Reported in the literature, not verified in house
- 3) mouse anti-Tubulin (clone Tu27, Biolegend); Reactivity: Bovine, Rat, Chinese Hamster, Sea Urchin, Chlamydomonas, Drosophila. Antibody Type: Monoclonal. Application: WB, ICC, IHC
- 4) mouse anti-Fi(2)d (#9G2, DSHB). Antigen Species: Drosophila. Positive Tested Species Reactivity: Drosophila. Recommended Applications: Immunohistochemistry, Immunoprecipitation, Western Blot
- 5) rabbit Anti VIRMA antibody (Bethyl A302-124A-M). Reactivity: Human. Applications: WB, IP. Antibody Type: Polyclonal. Immunogen: between 1760 and 1810
- 6) rabbit Anti HAKAI Antibody. Reactivity: Human, Mouse. Applications: WB, IP. Antibody Type: Polyclonal. Immunogen: between 441 and 491
- 7) rabbit RBM15 antibody (Proteintech 10587-1-AP). Tested Reactivity: Human, Mouse, Rat. Immunogen: RBM15 fusion protein Ag0938. Applications: WB, RIP, IP, IHC, IF, CoIP, ELISA
- 10) mouse GAPDH antibody (Proteintech 60004-1-Ig). Applications: WB, IP, IHC, IF, FC, CoIP, ChIP, ELISA. Tested Applications: Positive WB detected in HeLa cells, soybean whole plant tissue, arabidopsis whole plant tissue, HepG2 cells, ROS1728 cells, pig brain tissue, zebrafish tissue, whole yeast cells, whole Nematode tissue, HEK-293 cells, HSC-T6 cells, PC-12 cells, NIH/3T3 cells, C2C12 cells, SP2/0 cells, rat brain tissue, mouse brain tissue. Positive IP detected in HeLa Cells. Positive IF detected in Ethacrynic acid treated HeLa cells. Positive FC detected in HeLa cells

Validation by gene specific KOs in PMID: 27919077

- 1) guinea pig anti-Mettl3 1:500 and (Lence et al. 2016)
  - 2) rabbit anti-Mettl14 (Lence et al. 2016)
- For anti-Mettl3 sera guinea pig was immunized with a 14 amino acid-long peptide (163–177 amino acids (AA)); for anti-Mettl14 sera rabbit was immunized with a 14 amino acid-long peptide (240–254 AA).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                              |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | S2R+ cells lines were procured from Drosophila Genomics Resource Center, HeLa and U2OS cells are commercially available cells lines from CR-UK Cell Services |
| Authentication                                                    | The cell lines were not authenticated because they are commercially available                                                                                |
| Mycoplasma contamination                                          | Routinely checked for the presence of Mycoplasma and the cells lines used in the study were Mycoplasma free.                                                 |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No cell lines from the ICLAC register were used.                                                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Drosophila melanogaster CantonS flies were used for controls. Mutant lines are described in details in the method section. Animals were not separated by sex |
| Wild animals            | No wild animals were used in this study.                                                                                                                     |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                          |
| Ethics oversight        | This study did not require an ethical approval.                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

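RNA-seq libraries of S2R+ cells were analysed from the number of reads counted on each gene. The study has 3 libraries of control KD (dsRNA against lacZ) and 3 of Hakai KD, and each library was taken as 1 biological replicate. The authors sequenced poly(A) RNA as single reads of 85 bp, mapped the reads with STAR to Ensembl release 90 of D. melanogaster, counted them per gene with featureCounts and deposited the raw counts, without normalization and without pooling of replicates. The strand setting of the counting and the treatment of reads that map to several places are not named in the paper's text.

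The deposited counts were compared in R 4.3.3 with edgeR 4.0.16. Genes were kept by the filterByExpr function (minimum count 10, minimum total count 15), libraries were scaled by TMM factors, and Hakai KD was compared with control KD by the quasi-likelihood test without covariates. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called differentially expressed. Standard errors of log2 fold changes were derived from the quasi-likelihood test, as the absolute log2 fold change divided by the square root of its F statistic. They are thus approximate. Normalized counts are counts divided by the effective size of their library and multiplied by the mean effective size. The files list 17253 genes that have a symbol and a position in Ensembl release 115 (BDGP6.54), which is the same assembly in a later annotation. Another 306 identifiers have none. The identifier that this annotation gives for daughterless is not in the files, and no table used here pairs the gene with another identifier, so that no value is assigned to it. Exon overlaps were taken from the same annotation.

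The genes named in the text were fixed by a rule before the data were examined. They are the 3 genes with the largest log2 fold change in each direction among genes with an adjusted p-value under 0.05, no overlap between the groups and a mean of at least 50 normalized counts over the 6 libraries, together with the genes the paper names as parts of the m6A machinery, as measured splicing targets, as dosage compensation or sex determination genes, or as proteins changed upon Hakai KD. Hakai itself is among the 3 falls.

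The libraries held between 16041353 and 17288912 counts, with a median of 16921435 in control KD and 16577632 in Hakai KD. Between libraries of the same group, a chi-square test of the counts over genes gave between 2.35 and 15.7 per degree of freedom. Control KD replicates 2 and 3 gave the smallest value, and control KD replicate 1 gave 12.1 and 15.7 against them. Against the Hakai KD libraries, control KD replicates 2 and 3 gave 9.94 to 11.5. No pair differed by as little as the sampling noise, and none was counted as 1 sample. The test cannot show that the replicates are biologically independent, which rests on the paper's statement. The replicate numbers that pair the groups come from the sample labels. The paper's text names no block in its DESeq2 model, and the model without the block was set as the first one before the data were examined.

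The test was first tested on simulated data drawn from the means and sizes of the real libraries, in which 200 of 7811 genes were changed by a log2 fold change between 0.5 and 2 in size. The quasi-likelihood test recovered 182 of them, or 91.0%, and made 14 false calls among 196. This false share of 7.14% lay above the 5% that the threshold aims at. DESeq2 recovered fewer, 87.5%, and made 6 false calls among 181, a share of 3.31%. Of the genes changed by 0.5, the quasi-likelihood test recovered 79.7%. Most calls in the real libraries were smaller than any simulated change, with a median of 0.21, and recovery at that size was not simulated.

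The alternatives tried were DESeq2 1.42.0 with independent filtering set for a threshold of 0.05, the likelihood ratio test of edgeR and limma-voom (limma 3.58.1). Others were the size factors of DESeq2 in edgeR, library size alone, no filter on low counts and at least 10 counts in every library. The last were leaving out the 10 most abundant genes, the replicate block and leaving out each library. A correction of each library for gene length by loess (span 0.3), with and without the replicate block, was added after seeing the data. X-linked genes were compared with autosomal genes by the camera function of limma. Protein ratios were taken from the readable part of Supplementary Data 4, which holds 763 protein groups, 576 of them with both ratios, and 463 were matched to 1 gene each. Correlations across genes were tested with 100000 permutations. Splicing was not analysed here, since gene counts carry no junctions, and neither were the libraries of other KDs.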

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

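The tests in this part were chosen after the results were seen. CG15784, lncRNA:CR43963, CG9263, CG5888 and comm2 are not discussed in the paper, and each changed upon Hakai KD beyond the range of the 3 control libraries. Their log2 fold changes were 1.66, 1.50, 0.97, -1.48 and -1.33. All of them kept an adjusted p-value under 0.05 in each of the 17 alternatives, and the largest of these adjusted p-values were 5.7e-07, 0.0046, 0.013, 1.1e-06 and 0.0011 in the same order.

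The scaling, the filter and the choice of test were examined first. Over these alternatives, the log2 fold change nearest 0 was 1.63 for CG15784, 1.46 for lncRNA:CR43963, 0.93 for CG9263, -1.48 for CG5888 and -1.32 for comm2. With each library's length trend taken out, the values were 1.67, 1.49, 0.96, -1.47 and -1.32, which differ from the uncorrected values by less than their standard errors, so that this correction hardly bears on these genes. The ratio of the mean total counts of Hakai KD and control KD was 0.994, so that a difference in depth does not account for these changes.

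Overlapping genes were then examined. No exon of another gene overlaps CG15784, CG5888 or comm2 in the annotation, which leaves 0 genes whose reads could be mistaken for theirs in this way. lncRNA:CR43963 overlaps Smr on the same strand, and this 1 gene moved in the same direction. Its log2 fold change was 0.53 against 1.50 for lncRNA:CR43963, so that reads in proportion to the whole Smr gene leave most of the change unexplained. Gene counts do not show whether the part of Smr that overlaps rose more than the rest, and this remains a possible explanation. Of the 2 genes that overlap CG9263 on the other strand, CG16852 was tested and did not pass the threshold (log2 fold change 0.44, adjusted p = 0.47 from edgeR's quasi-likelihood test), while CG16853 was not tested. The number of tested overlapping genes that moved with CG9263 past the threshold was 0. The change of CG16852 had the same direction and a standard error of 0.37, too large to rule it out. Reads of CG16852 and of CG16853 remain possible explanations. For comm2, the gene comm was lower too (log2 fold change -1.40), and reads shared by both genes could not be separated. The reads counted on comm were few, with 15.4 ± 0.951 (SD, n = 3) normalized counts in control KD and 5.76 ± 1.19 (SD, n = 3) in Hakai KD, against 106 ± 10.4 (SD, n = 3) and 41.9 ± 1.74 (SD, n = 3) for comm2, so that they leave most of the change of comm2 unexplained. The values of comm and CG16852 were looked up after the changes were seen.

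For CG15784 and CG5888, the scaling, the filter and the choice of test did not remove the change. A sequence match between the Hakai dsRNA and other transcripts was not tested, since it needs the sequence of the dsRNA and of the genome. Such a match would lower the matched transcript, so that for CG5888 (-1.48) it may apply as well as a response to the loss of Hakai. A direct match does not account for the rise of CG15784 (at least 1.63 over the scalings, filters and tests). An indirect rise of CG15784 through another lowered transcript was not tested and remains possible.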

How the results depend on the processing

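The alternatives were fixed before the data were examined, apart from the length correction, which was chosen after seeing the data. The number of differentially expressed genes, 1195 with all libraries, lay between 810 and 1302 over the alternatives that kept all 6 libraries, and from 708 to 1014 across the 6 fits that each left out one library. The corresponding ranges across the fits that left out one library were 328 to 521 genes higher, 380 to 509 genes lower and 18 to 29 genes changed at least 2-fold.

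With DESeq2, 394 genes were lower and 14 changed at least 2-fold, against 603 and 30. With at least 10 counts in every library, 16 genes changed at least 2-fold. With library size alone, 374 genes were higher and 922 lower, so that 28.9% of the calls were increases against 49.5% with TMM factors. Under that scaling, the median log2 fold change of all tested genes moved by -0.035. This is a shift of all genes together, and the median absolute log2 fold change of the called genes is 0.21. The cause of the other moves was not tested. A set of 683 genes was called under each alternative fixed beforehand that kept all 6 libraries, and 537 also in each fit that left out a library.

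With the replicate number as a block, 1152 genes were called, 1066 of them also without it, and 556 were lower. The length correction gave 1302 genes, and 1094 with the replicate block as well.

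The log2 fold change of Hakai kept its direction and an adjusted p-value under 0.05 in every alternative, between -2.13 and -2.03 across the fits that left out one library. Transcripts without a change at this depth took either sign. With library size alone, the log2 fold change became -0.028 for Mettl14, -0.027 for Ythdf, -0.024 for msl-2 and -0.020 for sesB, which follows the shift of -0.035 that this scaling gives to the median of all genes. Across the fits that left out one library the log2 fold change ranged from -0.022 to 0.044 for Mettl14, from -0.0018 to 0.023 for Ythdf, from -0.057 to 0.18 for Sxl, from -0.035 to 0.067 for msl-2 and from -0.016 to 0.032 for sesB, and the cause of these changes of sign was not tested. Among single genes, 7 other results lost the threshold, 6 of them for vir and 1 for P5cr-2, and 2 passed it, for Flacc and Hairless. The shift of X-linked genes lay between 0.016 and 0.030 and the correlation of mRNA and protein changes between 0.10 and 0.32, each on the same side of its threshold as with all libraries.

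Other splits of the 6 libraries into 3 and 3 were compared with the real one. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many differentially expressed genes, as many higher, as many lower and as many changed at least 2-fold, and each of the other splits gave 0 genes at an adjusted p-value under 0.05, with at most 311 genes at an unadjusted p under 0.05 against 2327 in the real split. The 6 further splits, which part 1 pair each, gave 0 genes as well. With 4 or 10 splits, a share under 0.05 cannot be reached.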

Differences from the paper's values

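Supplementary Fig. 7a of the paper gives about 520 differentially expressed genes upon Hakai KD, read by eye, and 1195 were called here. Supplementary Fig. 7b gives about 260 up-regulated and about 270 down-regulated genes, read by eye, and 592 and 603 were called here. DESeq2, the tool named in the paper's methods, called 810 genes on the 6 libraries, 416 of them higher, which remain apart from the paper's numbers, and 394 lower, which lies within 1.5 times of the paper's. Among the other alternatives set before the data were examined, the number of differentially expressed genes came within 1.5 times of the paper's without control KD replicate 2 (708) and without Hakai KD replicate 2 (740). The number of higher genes did so with library size alone (374) and without these same libraries (328 and 333), and the number of lower genes without control KD replicate 2 (380) and without Hakai KD replicate 1 (398). For each number, the remaining alternatives stayed beyond 1.5 times of the paper's. The factor of 1.5 is a convention, and the 416 higher and 394 lower genes of DESeq2 fall on either side of it. A fit with a library left out compares fewer libraries and has less power, so that its lower number does not explain the paper's. Those fits used edgeR's test, and DESeq2 was not run with a library left out. The paper's methods state that the Hakai KD libraries were processed together with those of an earlier series, against the same controls. The paper's text does not name the libraries that entered its DESeq2 model. Its fit may therefore have used other libraries than the 6 compared here, which was not tested.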

Other observations

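Apart from the splits of the libraries, which were set out before they were run, and the check of ratio counts, the tests in this part were chosen after the results were seen.

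The mRNA of the proteins that the paper reports as reduced upon Hakai KD (Fig. 6a) was examined in the RNA-seq libraries. These libraries come from other cultures than the proteome. The paper's methods for its ubiquitylome and proteome add a proteasome inhibitor before lysis, and name none for the RNA-seq cultures. All comparisons of mRNA with the paper's protein ratios in this part are thus between cells described as differently treated. The mRNA of fl(2)d was higher, from 2958 ± 74.4 (SD, n = 3) to 3893 ± 107 (SD, n = 3) normalized counts, with a log2 fold change of 0.40 (standard error 0.033, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test, at most 0.00034 over the alternatives), so that a lower amount of mRNA does not account for the lower protein. The mRNA of Flacc was not lower (log2 fold change 0.18, adjusted p = 0.15 from the same edgeR test, between 0.013 and 0.38 over the alternatives). The mRNA of vir was slightly lower in all 3 Hakai KD libraries (log2 fold change -0.14, adjusted p = 0.027 from the same edgeR test, between 0.011 and 0.10 over the alternatives), and 11 of 17 alternatives called it, so that a small part of the protein change through mRNA cannot be ruled out. These values are in line with the paper's reading that protein stability is affected for Fl(2)d and Flacc, as far as total mRNA goes. Gene counts do not show isoforms, and the paper reports altered splicing of fl(2)d.

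For GstS1, P5cr-2 and spz, whose paper's protein ratios in the forward and reverse experiments are 0.476 and 0.712, 0.568 and 0.67, and 0.648 and 0.547, the mRNA was lower too. The log2 fold changes were -0.65 for GstS1, -0.58 for P5cr-2 and -0.23 for spz (adjusted p = 0.0043, 0.014 and 0.0012 from edgeR's quasi-likelihood test). GstS1 and spz kept an adjusted p-value under 0.05 in all 17 alternatives, and P5cr-2 in 16. A lower mRNA level may thus contribute to these protein changes, without the paper's stabilization by Hakai being tested for them. The mRNA of Smr moved against its protein, with a log2 fold change of 0.53 (adjusted p = 0.0085 from the same edgeR test), and it overlaps lncRNA:CR43963. The exons of P5cr-2, spz and vir each overlap those of a gene on the other strand, which is CG43935 for spz and Mthfs for vir. The strand setting of the counting is not named, so that reads of these genes could not be separated. The gene that overlaps P5cr-2 (log2 fold change 0.13) and Mthfs (-0.14) did not pass the threshold, and CG43935 was not tested. Over the 17 tested genes that the paper names, 7 passed the threshold whether p-values were adjusted over all genes or over this list alone. Daughterless, the other gene on the list of 18, could not be matched to an identifier and is not counted here.

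Across 456 genes with an mRNA and a protein value, the log2 fold changes of mRNA and protein were correlated (Spearman's rho 0.29 across genes, permutation p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates. Of 4 splits of the libraries that part all same-numbered pairs, 1, the real one, gave a rho as large, and the largest of the others reached 0.22 in size. The 6 further splits, which part 1 pair each, reached up to 0.25. Mixed splits still set 2 libraries of 1 group against 1, so that part of any difference between the groups remains in them. The rho was 0.26 with the forward ratio alone and 0.10 with the reverse ratio alone. The paper's own forward and reverse ratios were opposed across 463 proteins of the readable part of Supplementary Data 4 (rho -0.30), although both are given as Hakai KD over control. Among the 235 proteins with at least 10 ratio counts in both experiments, rho was -0.33, so that proteins quantified from few peptides do not account for it. An effect of the isotope label was not tested.

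A shift of X-linked genes against autosomal genes did not pass the threshold. The median log2 fold change was 0.020 for 1341 X-linked genes and -0.0031 for 6287 autosomal genes, a difference of 0.023. The camera test of limma across these genes gave p = 0.18, with 0.071 as the smallest over the alternatives, and the two-sided exact permutation test of the libraries over all 10 splits gave p = 0.1, the smallest that 3 libraries against 3 allow. Of 4 splits that part all same-numbered pairs, 1, the real one, gave a shift as large.

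Genes called higher upon Hakai KD were longer, with a median exon length of 3359 bases against 2394 for genes called lower and 2078 for all tested genes, with a length known for 97.9% of them. Of the 1529 longest genes, 15.8% were called higher and 8.18% lower, against 3.47% and 4.38% of the 1529 shortest. With each library's length trend taken out, 14.0% of the longest genes were called higher and 11.1% lower, against 3.86% and 5.04% of the shortest. The correlation of the log2 fold change with length was weak (rho 0.046 across genes), while 2 libraries of the same group differed by a rho of up to 0.206 in size, and 2 of the 4 splits that part all same-numbered pairs gave a rho as large. A length trend between libraries is therefore a candidate explanation for part of the pattern, and its source was not tested. It leaves most of the excess of higher calls among the longest genes over the shortest unexplained, since this excess remained with the trend taken out. The median log2 fold change of the 1529 longest genes exceeded that of the 1529 shortest by 0.028, a difference whose error was not estimated. More counts on longer genes make calls easier in both directions. Without the length correction, the share called lower was 8.18% of the longest genes and 9.48% of the 1529 next in length. More counts alone do not account for the excess of higher calls among the longest genes in that fit. With each library's length trend taken out, these shares called lower were 11.1% and 9.09%. After that correction, calls in both directions were most frequent among the longest genes, and more counts remain a possible explanation for them.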
